# Seed-specific elevation of non-symbiotic hemoglobin *AtHb1*: beneficial effects and underlying molecular networks in *Arabidopsis thaliana*

**DOI:** 10.1186/1471-2229-11-48

**Published:** 2011-03-15

**Authors:** Johannes Thiel, Hardy Rolletschek, Svetlana Friedel, John E Lunn, Thuy H Nguyen, Regina Feil, Henning Tschiersch, Martin Müller, Ljudmilla Borisjuk

## Abstract

**Background:**

Seed metabolism is dynamically adjusted to oxygen availability. Processes underlying this auto-regulatory mechanism control the metabolic efficiency under changing environmental conditions/stress and thus, are of relevance for biotechnology. Non-symbiotic hemoglobins have been shown to be involved in scavenging of nitric oxide (NO) molecules, which play a key role in oxygen sensing/balancing in plants and animals. Steady state levels of NO are suggested to act as an integrator of energy and carbon metabolism and subsequently, influence energy-demanding growth processes in plants.

**Results:**

We aimed to manipulate oxygen stress perception in *Arabidopsis *seeds by overexpression of the non-symbiotic hemoglobin *AtHb1 *under the control of the seed-specific LeB4 promoter. Seeds of transgenic *AtHb1 *plants did not accumulate NO under transient hypoxic stress treatment, showed higher respiratory activity and energy status compared to the wild type. Global transcript profiling of seeds/siliques from wild type and transgenic plants under transient hypoxic and standard conditions using Affymetrix ATH1 chips revealed a rearrangement of transcriptional networks by *AtHb1 *overexpression under non-stress conditions, which included the induction of transcripts related to ABA synthesis and signaling, receptor-like kinase- and MAP kinase-mediated signaling pathways, WRKY transcription factors and ROS metabolism. Overexpression of *AtHb1 *shifted seed metabolism to an energy-saving mode with the most prominent alterations occurring in cell wall metabolism. In combination with metabolite and physiological measurements, these data demonstrate that *AtHb1 *overexpression improves oxidative stress tolerance compared to the wild type where a strong transcriptional and metabolic reconfiguration was observed in the hypoxic response.

**Conclusions:**

*AtHb1 *overexpression mediates a pre-adaptation to hypoxic stress. Under transient stress conditions transgenic seeds were able to keep low levels of endogenous NO and to maintain a high energy status, in contrast to wild type. Higher weight of mature transgenic seeds demonstrated the beneficial effects of seed-specific overexpression of *AtHb1*.

## Background

Hemoglobins (Hbs) represent a large ubiquitous group of proteins found in all kingdoms of life [1]. In plants, there are three major groups: (i) symbiotic or leghemoglobins, facilitating oxygen diffusion to nitrogen-fixing bacteria in nodules of plants (ii) non-symbiotic hemoglobins (nsHbs) found in numerous species, and (iii) the poorly characterized group of truncated hemoglobins [2,3]. The nsHbs in turn are divided into class-1 (Hb1) and class-2 (Hb2) subgroups based on phylogenetic analyses and structural/kinetic properties of the proteins. Hb1 has a superior affinity for oxygen and its expression is induced during hypoxic stress [4,5]. Notably, its overexpression in plants was shown to enable the cell to maintain high ATP levels under hypoxia [6]. This finding was later explained by the ability of Hb1 to detoxify reactive nitrogen species like nitric oxide (NO) [7,8]. NO is a key signaling molecule involved in multiple processes, like stomatal closure, programmed cell death and pathogen resistance [9]. The level of NO rises under hypoxia, and is related to the availability of nitrite [4,5,10]. Despite the clear effects of Hb1 on the abundance of NO, the *in vivo *sources of NO, its targets as well as signaling mechanisms are still a matter of debate [11].

Seeds of crop species experience a regular oxygen deficiency during both development and germination [12]. This leads to ATP limitation and subsequently, to a restriction of high energy-demanding processes like cell division, growth and storage product synthesis [13]. Oxygen limitation is in part caused by the high diffusional impedance of certain seed structures. Thus, even the tiny seeds of *Arabidopsis thaliana *operate close to the edge of hypoxia. Consequently, a moderate decrease in atmospheric oxygen concentration to about half saturation already induces clear metabolic restrictions in *Arabidopsis *seeds [14]. The molecular mechanisms of the seeds' response to hypoxia might resemble those of other plant organs [15-17] and tissue types [18] of *Arabidopsis*, but detailed transcriptomic studies are lacking.

Based on a series of *in vitro *experiments, we recently proposed that the steady state level of NO in seeds acts to integrate carbon and energy metabolism [5]. Upon application of either NO scavengers or NO inducing compounds, seeds responded with alterations in both oxygen uptake and metabolic activity evident at both the transcript and metabolite level. Congruently, respiratory activity of isolated seed mitochondria showed clear responses to NO/nitrite [10]. However, the extent to which such *in vitro *studies mirror the *in vivo *situation can always be questioned. Here, we used the non-symbiotic hemoglobin *AtHb1 *to manipulate endogenous levels of NO in seeds. The *AtHb1 *(also referred to as *AtGLB1 *or *AHb1 *in the literature) was overexpressed under the control of the seed-specific LeB4 promoter in *Arabidopsis thaliana*. Comparative analyses of both transcripts and metabolites were performed with wild type (WT) and transgenic plants grown under standard conditions as well as under moderate hypoxic stress treatment. Results indicate that *AtHb1 *overexpression led to several alterations in transcriptional and metabolic networks, resulting in improved seed yield (weight).

## Results

### Overexpression of *AtHb1 *is targeted to seed and increases seed weight

We generated transgenic *Arabidopsis *plants expressing the endogenous *AtHb1 *under the control of the seed-specific LeB4 promoter [19]. Northern blot analysis of siliques from homozygous T3 plants demonstrated significant *AtHb1 *expression, whereas in WT plants the endogenous *AtHb1 *expression was not detectable under standard conditions (Figure 1A; for additional transgenic lines see below). RT-PCR analysis showed that, overexpression of *AtHb1 *under the control of the LeB4 promoter was restricted to siliques/seeds in the transgenic plants (minor expression in roots; Figure 1B). Comparison of manually isolated seeds with whole siliques (including seeds) revealed that LeB4-driven expression is mainly localized in seeds in agreement with previous results [19]. To avoid any stress-induced artefacts that might be induced by dissection of seeds from the siliques, whole siliques were used for further studies

**Figure 1:**
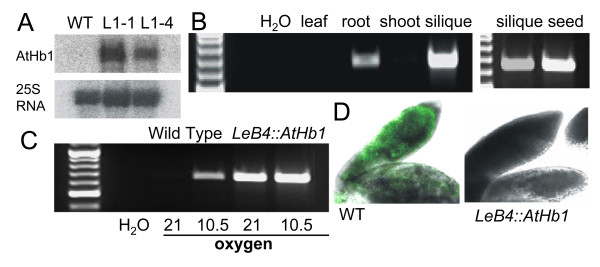
**Effects of *AtHb1 *overexpression in *Arabidopsis *seeds**. (A) Northern blot analysis of *AtHb1 *expression in WT and homozygous transgenic plants (L1-1 and L1-4) at 45 DAG, 25S RNA was used as loading control. (B) RT-PCR analysis of *AtHb1 *expression in different tissues of L1-1. (C) RT-PCR analysis of *AtHb1 *expression in siliques of WT and L1-1 under control conditions and moderate hypoxia. (D) Fluorescence detection assay of NO using DAF-2DA. Fluorescence signals (green) indicate NO accumulation.

*AtHb1 *overexpression did not alter the vegetative growth of transgenic plants. Also timing of developmental programmes, like induction of flowering and silique development were not affected by transgene expression. Interestingly, mature seeds of transgenic plants revealed a higher weight (Table 1) whereas seed number and composition were unaffected.

**Table 1:** Characteristics of mature seeds of WT and *AtHb1-*overexpressing lines

	WT	Line 1-1	Line 1-4
Total lipid (% DW)	34.8 ± 3.0	36.2 ± 6.5	29.4 ± 10.2
Total protein^1 ^(% DW)	22.6 ± 2.0	21.4 ± 0.6	23.0 ± 1.3
Total carbon (% DW)	53.1 ± 1.4	54.9 ± 1.4	53.7 ± 1.2
Seed weight^2 ^(μg)	**17.8 ± 3.5**	**23.0 ± 3.2**	**21.1 ± 2.3**
% increase in seed weight	**100**	**131 ± 18**	**130 ± 15**
Seed number per plant^3^	13231 ± 2576	16851 ± 4685	15115 ± 2273

Data are means (± SD). Bold values indicate statistically significant differences (t-test, p < 0.05).

^1 ^calculated from total N content * 6.25

^2 ^analysed in three generations (T3-T5)

^3 ^calculated from seeds per pod * pods per plant

### Overexpression of *AtHb1 *reduces the endogenous level of nitric oxide in seeds

A qualitative fluorescence assay with diaminofluoresceine-2-diacetate (DAF-2DA) was used for detection of endogenous NO in WT and *AtHb1 *embryos under standard and hypoxic stress conditions.

To induce moderate hypoxic stress in the seeds, intact plants were treated with artificial air mixes containing only 10.5 kPa oxygen (corresponding to half atmospheric oxygen saturation) for one hour. Seeds of WT plants showed a slight induction of *AtHb1 *expression under these conditions (Figure 1C), but its expression level was still much lower than in the transgenic plants. Microarray results confirmed the higher abundance of *AtHb1 *mRNA in transgenics under hypoxia (>3-fold, Figure 2A, marked by asterisk).

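The probe set for *AtHb1* (AT2G16060), the class-1 hemoglobin gene, had a log2 signal of 6.00 ± 0.13 (SD, n = 3) in WT control and 9.09 ± 0.04 (SD, n = 3) in WT hypoxia. In AtHb1 plants it was 11.49 ± 0.88 (SD, n = 3) at control and 10.72 ± 0.38 (SD, n = 3) under hypoxia. Under hypoxia *AtHb1* was higher in AtHb1 plants by a log2 fold change of 1.62 (standard error 0.30, adjusted p = 7.07e-04), which is 3.08-fold. At control the difference was 5.49 (standard error 0.30, adjusted p = 5.19e-08), and hypoxia raised the gene in WT by 3.09 (standard error 0.30, adjusted p = 4.38e-06). In AtHb1 plants the log2 fold change after hypoxia was -0.78 (standard error 0.30, adjusted p = 0.0771), which did not pass in limma. AtHb1 control replicate 1 read 10.48 while replicates 2 and 3 read 12.06 and 11.93, and without replicate 1 the log2 fold change was -1.28 and passed. The same array stood apart in the bioC hybridization control, at 7.75 against a mean of 8.71 in its group, 6.96 in WT control, 7.25 in WT hypoxia and 9.48 in AtHb1 hypoxia. In the bioD control it did not, at 11.18 against a mean of 11.17 in its group. Its mean over 11 genes of late seed maturation was also low, at 8.25 against 9.61 and 9.47 in replicates 2 and 3. The cause of the low reading was not tested.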

**Figure 2:**
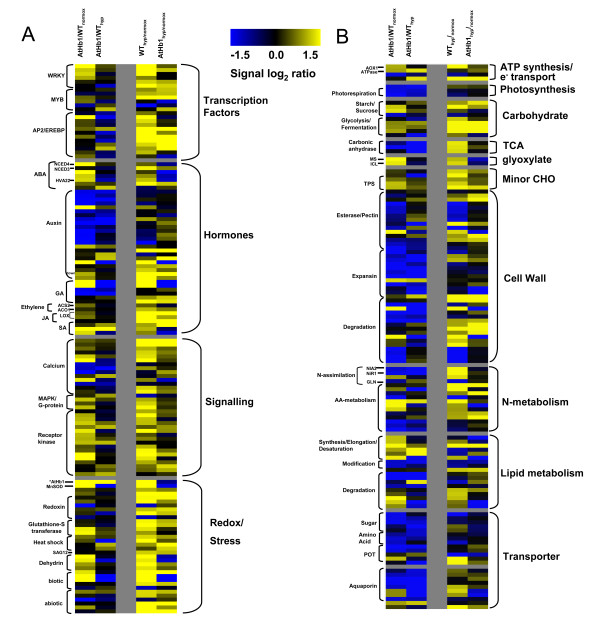
**Heat map display of differentially expressed genes involved in regulation/redox processes and primary metabolism**. Columns indicate mean signal log2 ratios of differentially expressed genes in at least one comparison. Each comparison is arranged into vertical columns in the following order: column 1, *AtHb1 *overexpression versus WT under control conditions; column 2, comparison of both genotypes under hypoxic conditions; column 3, WT under hypoxia versus WT under control conditions; column 4, *AtHb1 *under hypoxia versus *AtHb1 *under control conditions. Blue indicates downregulation, yellow indicates upregulation. Genes organized by pathways, (A) regulation/signaling and stress response, (B) primary metabolism and transport. Additional file 4 contains the gene lists used.

Under standard growth conditions, NO was not detectable in the embryos of either WT or *AtHb1 *plants using the fluorescence assay. Possibly, the steady state level of NO was below the detection limit of the assay. Under moderate hypoxia, WT showed a clear fluorescence signal (in green), while *AtHb1 *overexpressors did not (Figure 1D). This indicated strongly decreased NO levels in the latter. Thus, the transgenic approach resulted in lower levels of NO. The induction of *AtHb1 *expression (Figure 1C) and enhanced NO emission (Figure 1D) in WT further indicated that the moderate stress treatment was sufficient to induce hypoxia in seeds.

### Experimental set up for microarray analysis

To assess changes in gene expression in seeds/siliques due to *AtHb1 *overexpression in detail, we focused on line L1-1, which showed the strongest transgene expression. Six other independent transgenic lines were involved in further studies (see below).

WT and transgenic plants were exposed to moderate hypoxia (10.5 kPa) or normoxia (21 kPa; control) for one hour. 

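RNA from siliques of WT plants and of AtHb1 plants of line L1-1 was hybridized to 12 Affymetrix ATH1 arrays, with 3 arrays for each of 4 groups: WT control, WT hypoxia, AtHb1 control and AtHb1 hypoxia. Whole plants 45 days old stood in darkness for 1 h at 21 kPa oxygen in the control groups and at 10.5 kPa in the hypoxia groups. The siliques of each sample were pooled before extraction and hold both developing seeds and silique wall, so each value mixes these tissues. The values are the authors' log2 signals after RMA, a normalization across arrays, with group medians from 7.47 to 7.60. Within a group, the correlation between arrays lay between 0.9932 and 0.9983, and the median SD of a probe set lay between 0.0759 and 0.1139. limma was fitted across the 22746 Arabidopsis probe sets with 1 mean per group, and p-values were adjusted by the method of Benjamini and Hochberg within each comparison. A gene was called when its adjusted p was under 0.05 and its change exceeded 2-fold. The genotypes were compared at control and under hypoxia, the treatments were compared within each genotype, and the difference of the hypoxia responses (AtHb1 minus WT) was tested as an interaction under the same limits. An exact permutation test of 3 arrays against 3 cannot go below p = 0.1, so single genes rest on the variance that limma shares across probe sets. In all, 31 gene lists were fixed before the data were examined, with the study's tables already read, and the 11 with at least 5 members named by the array annotation were tested against all other genes with camera.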

Three biological replicates were used for hybridization to Affymetrix ATH1 arrays. 

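The 3 arrays of each of the 4 groups formed a cluster of their own under average linkage on Euclidean distances, and the first split parted the 6 WT arrays from the 6 AtHb1 arrays. *SDE3* (AT1G05460), an RNA helicase gene of gene silencing, parted the genotypes in both treatments, with log2 fold changes of 1.46 (standard error 0.10, adjusted p = 2.36e-07) at control and 1.62 (standard error 0.10, adjusted p = 1.67e-07) under hypoxia from limma. AT2G45180, which encodes a lipid transfer-like protein, was lower in AtHb1, at -2.75 (standard error 0.16, adjusted p = 5.95e-08) at control and -1.81 (standard error 0.16, adjusted p = 2.27e-06) under hypoxia. *SRO5* (AT5G62520), a stress-response gene, followed the treatment, with log2 fold changes of 4.16 in WT and 3.98 in AtHb1. Over all probe sets, genotype carried 40.7% of the sum of squares, treatment 27.0%, their interaction 13.0% and the spread between replicates 19.3%. The mean distance from WT control was 53.2 to WT hypoxia, 60.1 to AtHb1 control and 74.4 to AtHb1 hypoxia, while AtHb1 control and AtHb1 hypoxia lay 52.9 apart. With the 1000 most variable probe sets alone, the first split parted WT control from the other 9 arrays, and treatment carried 38.6% against 36.4% for genotype. The genotypes also differed in the controls for RNA quality: the mean 3' minus 5' signal of the control probe sets was 1.29 in WT control, 1.41 in WT hypoxia, 1.80 in AtHb1 control and 1.89 in AtHb1 hypoxia. Within groups this signal varied by only 0.164 of its difference between the genotypes. A fit with it as a covariate is thus confounded with genotype. Genotype calls lost in such a fit do not show that RNA quality caused them.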

A cluster dendrogram of transcript signal intensities from the 12 arrays showed a high reproducibility of the biological replicates from each data set (genotype+treatment), and indicated a greater influence of the genotype than the treatment on transcriptional profiles (Additional file 1A). Transcript analysis by qRT-PCR showed a high correlation (R^2 ^= 0.83) with the microarray data, confirming the reliability of the data (Additional file 1B).

We compared the transcriptome of WT and *AtHb1 *siliques/seeds under control and hypoxic conditions, as well as the hypoxic responses in each genotype. Differentially expressed genes were extracted from the data base by applying the following cutoffs: a fold-change of >2 and a p-value of <0.05. A total of 1,010 genes were identified as differentially expressed in all of the comparisons. 

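AT5G10040, a hypoxia gene of unknown function, had the largest rise in both genotypes, with log2 fold changes after hypoxia of 5.17 (standard error 0.09, adjusted p = 1.11e-13) in WT and 6.16 (standard error 0.09, adjusted p = 9.29e-15) in AtHb1. AT3G10040, which encodes the trihelix factor HRA1, followed with 4.89 in WT. *PHI-1* (AT1G35140), a phosphate-induced gene, rose by 3.48 in WT and 3.60 in AtHb1. Of the genes that fell, the 2 with the largest changes after hypoxia in AtHb1 were AT2G18370, a lipid transfer protein gene, at -3.36 (standard error 0.51, adjusted p = 4.87e-04) and AT3G58550, another lipid transfer protein gene, at -3.34. In limma, 1051 probe sets were called in at least 1 of the 4 comparisons, and the same 1051 when p-values were left unadjusted. All 1010 genes of the study's table of called genes were among them. Over all probe sets, the values of the groups did not overlap for 46.4% between genotypes at control and for 36.0% after hypoxia in AtHb1, where chance alone would part 10%.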

Differentially expressed genes were grouped into eight clusters (Additional file 2 and 3), classified into functional groups using the MapMan bin code [20] and ordered by pathways. The heat map display in Figure 2 gives a detailed view of the altered pathways (also listed in Additional file 4).

To confirm that microarray data of L1-1 are reproducible in further transgenic lines, we analyzed the expression of selected genes in six other *AtHb1*-overexpressing lines by qRT-PCR (Figure 3). A set of transcripts that have been shown in the microarray analysis to be upregulated by *AtHb1 *overexpression was selected for qRT-PCR analysis. All of the transgenic lines exhibited an enhanced expression of the genes from representative signaling, redox and metabolic pathways compared to the WT, indicating similar expression profiles due to *AtHb1 *overexpression in independent transgenic lines.

**Figure 3:**
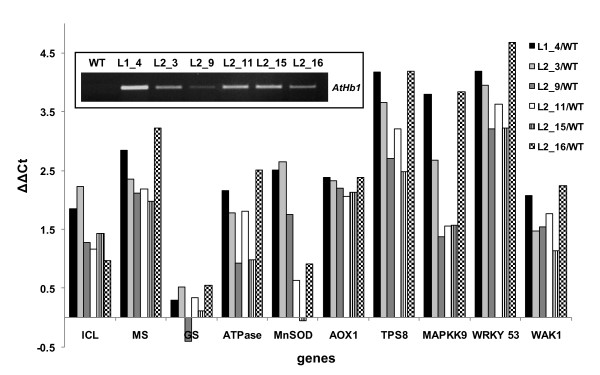
**Transcript ratios of *AtHb1*-induced marker genes in different *AtHb1*-overexpressing lines relative to WT**. *AtHb1 *transcript accumulation in siliques of different transgenic lines obtained by RT-PCR is depicted in the inset. For transcript analysis siliques of 45 DAG plants have been used. qRT-PCR analysis was conducted for genes showing a preferential expression in *AtHb1 *(Line 1-1) compared to WT under control conditions as measured by microarray analysis. MnSOD (At3g56350), ICL (At3g21720), MS (At5g03860), AOX1 (At1g32350), WAK1 (At1g21250), GS (At5g53460.), ATPase (Chl) (At1g15700 ), TPS8 (At1g70290), MAPKK9 (At1g73500), WRKY 53 (At4g23810).

### *AtHb1 *overexpression induces stress-related regulatory pathways under non-stress conditions

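*PAD3* (AT3G26830), which encodes the last enzyme of camalexin synthesis, was among the genes most raised by AtHb1 at control, with a log2 fold change of 2.68 (standard error 0.29, adjusted p = 1.30e-05). AT2G19320, a gene of unknown function, was higher by 2.56 (standard error 0.16, adjusted p = 1.34e-07), and *STZ* (AT1G27730), a zinc finger factor gene of abiotic stress, by 1.03. On the other side, *CER1* (AT1G02200), an alkane synthesis gene of cuticular wax, was lower, at -2.31 (standard error 0.16, adjusted p = 4.34e-07) and the bHLH factor gene AT3G07340 at -2.31 (standard error 0.14, adjusted p = 1.17e-07). AtHb1 control exceeded WT control for 273 probe sets and lay below it for 221, as called by limma with n = 3 arrays per group and the adjusted p. Centring on the array medians gave 225 and 268, and the 3' to 5' signal as a covariate, a fit added after the data were seen, gave 114 and 106. As this covariate is confounded with genotype, the lower counts cannot tell RNA quality from genotype. With no fold limit, 3986 were higher and 3572 lower at an adjusted p under 0.05. Of the 11 lists tested, 5 passed camera in this comparison and 1, the core hypoxia genes, also passed with an estimated correlation. The 3' minus 5' signal of the *Arabidopsis* actin control probe sets stood at 3.25 in AtHb1 control and 2.79 in WT control, a measure of RNA quality that differed between the same arrays.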

Comparison of the transcriptome of WT and *AtHb1 *overexpressors under control conditions revealed multiple changes (Table 2). The effects on molecular networks involved in stress responses and signaling were particularly pronounced (Figure 2A). WRKY and AP2/EREBP transcription factors, as well as genes related to hormone metabolism, i.e. abscisic acid (ABA), salicylic acid (SA) and jasmonic acid (JA), were found to be upregulated in *AtHb1 *seeds. Moreover, many genes involved in signaling processes, like MAPK kinases and receptor kinases, and in redox/stress-related processes were strongly induced. This trend was also confirmed by analysis of differentially expressed genes for indicative over- and underrepresented gene ontology categories (GO terms). Upregulated genes in *AtHb1*-overexpressing plants showed a strong enrichment of GO categories involved in stress responses (Additional file 5).

**Table 2:** Number of differentially expressed genes

Number of genes	*AtHb1*_control vs. WT_control	*AtHb1*_hyp vs. WT_hyp	WT_hyp vs. WT_control	*AtHb1*_hyp vs. *AHb1*_control
upregulated	270	176	351	153
downregulated	205	197	62	101

Genes with log_2 _signal ratios > 1 and p-values < 0.05 between WT and *AtHb1*-overexpressing plants under control and hypoxic conditions and after hypoxic treatment of each genotype were extracted from the data base.

Among transcription factors, four transcripts, encoding WRKY 33, 40, 53 and 75, were significantly upregulated. 

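*WRKY53* (AT4G23810), a regulator of senescence and defence, had the largest change of the 4 named WRKY genes, with a log2 fold change of 2.02 (standard error 0.11, adjusted p = 4.81e-08) in AtHb1 at control. *WRKY33* (AT2G38470), a regulator of camalexin synthesis, was higher by 1.23 (standard error 0.12, adjusted p = 7.25e-06) and *WRKY40* (AT1G80840), a repressor of defence genes, by 1.16 (standard error 0.18, adjusted p = 2.20e-04). *WRKY75* (AT5G13080), a factor of phosphate starvation and senescence, was higher by 1.00 (standard error 0.11, adjusted p = 1.51e-05), at the 2-fold limit, and its value was 0.88 without AtHb1 control replicate 2, 1 of 3 arrays that end the call. Of the other WRKY genes of a fixed list, *WRKY6* (AT1G62300) had 0.53, *WRKY18* (AT4G31800) -0.08 and *WRKY22* (AT4G01250) 0.22, none of which passed both limits of limma. Among 10 AP2/EREBP factors named by the study, 1 was called, AT1G75490, a DREB-type factor gene, at 1.62 (standard error 0.25, adjusted p = 2.04e-04), and 4 were higher at an adjusted p under 0.05 without the fold limit. For example, AT1G64380 had 0.66 and *RAP2.6* (AT1G43160) 0.61, both below 2-fold. The study chose these factors on the same samples, so their counts are not independent evidence. In RNA quality the genotypes differ: the 3' minus 5' signal of the GAPDH control was 1.02 in WT control and 1.77 in AtHb1 control. When the 3' to 5' signal is a covariate, a fit added after the data were seen and confounded with genotype, limma called 1 (1 at an unadjusted p) of the 4 WRKY genes higher.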

*WRKY *genes have been shown to play a role in hypoxic responses of different cell types of *Arabidopsis *[18]. Prominent differences in hormone metabolism were observed for ABA, SA and auxin-related genes. 

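*NCED4* (AT4G19170), which encodes a carotenoid cleavage dioxygenase, was higher in AtHb1 at control by a log2 fold change of 1.60 (standard error 0.10, adjusted p = 1.34e-07). *EM6* (AT2G40170), an ABA-induced LEA protein gene of late embryogenesis, was higher by 1.69 (standard error 0.39, adjusted p = 0.0038). AT3G02480, an ABA-responsive LEA gene, was higher by 1.19 (standard error 0.23, adjusted p = 0.0010) and *HVA22B* (AT5G62490) by 1.24 (standard error 0.28, adjusted p = 0.0035). Both calls were lost without 1 array, at 0.85 without WT control replicate 3 and 0.95 without AtHb1 control replicate 2, 1 of 2 arrays that end the call. *NCED3* (AT3G14440), which encodes the rate-limiting step of ABA synthesis in drought, had a log2 fold change of 0.15 (standard error 0.14, adjusted p = 0.430). In the fixed list of ABA genes, *RD29B* (AT5G52300) was higher by 1.57 and *RD26* (AT4G27410) by 1.11 (0.89 without WT control replicate 3), while *COR15A* (AT2G42540) had -0.32. All tests are those of limma, and the list had too few members named by the annotation for camera. With the 3' to 5' covariate, confounded with genotype and added after the data were seen, 1 (1 at an unadjusted p) of the 4 ABA genes of the study kept its call.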

A strong upregulation of *NCED4 *was accompanied by preferential expression of transcripts encoding ABA-responsive proteins (At2g40170, At3g02480, At5g62490). The elevation of transcripts involved in ABA metabolism/signaling is consistent with an overrepresentation of ABRE binding sites in the 5'-flanking regions of *AtHb1 *coexpressed genes (Table 3). Auxin transport and signaling is commonly downregulated in transgenics. 

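*SAUR12* (AT2G21220), a small auxin-up RNA gene of cell expansion, was lower in AtHb1 at control with a log2 fold change of -3.42 (standard error 0.16, adjusted p = 1.12e-08). The other 7 SAUR genes of the study were also lower, at -2.0 to -1.01, and without WT control replicate 3 the calls of AT2G21210, AT4G38840 and AT4G38860 were lost, at -0.97, -0.96 and -0.82, the last also at -0.96 and -0.94 without AtHb1 control replicate 1 or 2. The auxin transporter genes *LAX3* (AT1G77690) and *PIN3* (AT1G70940) were lower, at -1.40 (standard error 0.15, adjusted p = 9.65e-06) and -1.32 (standard error 0.15, adjusted p = 1.88e-05), and the auxin repressor genes *IAA7* (AT3G23050) and *IAA17* (AT1G04250) at -1.51 and -1.54. *ARF12* (AT1G34310) had -0.42 (standard error 0.12, adjusted p = 0.0187), below 2-fold, and AT2G33830, a dormancy/auxin-associated gene, was higher by 1.09 (0.93 without AtHb1 control replicate 1). Of the 2 ARG10-like genes, AT4G27450 was higher by 1.02 (standard error 0.07, adjusted p = 3.15e-07) (0.97 without AtHb1 control replicate 1, 1 of 2 arrays that end the call) and AT3G15450 had 0.85 (standard error 0.16, adjusted p = 0.0011), below 2-fold. In all, 12 of 14 auxin genes were called lower by limma, in a group the study drew from these arrays, which is not independent evidence. The fixed list of 53 auxin genes had 5 members named by the annotation, 0 of them called lower by limma (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05), and did not pass camera (adjusted p = 0.827). With members named only through the study's tables, 14 of 19 were called lower, where the added members are not independent evidence. These 5 genes cover too little of the list to count against the auxin calls. The 3' minus 5' signal of the ubiquitin control was 1.27 in WT control and 1.53 in AtHb1 control.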

Fourteen genes, among them auxin transporter (*AUX1*), auxin-induced genes (*GH3, SAUR, IAA, ARF1*) were strongly downregulated, whereas two transcripts encoding auxin downregulated protein ARG10 were upregulated.

**Table 3:** Promoter motifs of differentially expressed genes

Motif (1000 bp upstream)	p-value	Motif (1000 bp upstream)	p-value
***AtHb1 *vs. WT upregulated control**		***AtHb1 *vs. WT downregulated control**	
ABRE-like binding site motif	< 10e-10	MYCATERD1	< 10e-5
ABRE binding site motif	< 10e-5	AtMYC2 BS in RD22	< 10e-5
ACGT ABRE motif A2OSEM	< 10e-10		
ABREATRD22	< 10e-5		
GADOWNAT	< 10e-10		
Ibox promoter motif	< 10e-5		
Z-box promoter motif	< 10e-10		
CACGTG motif	< 10e-10		

***AtHb1 *vs WT upregulated hypoxia**		***AtHb1 *vs WT downregulated hypoxia**	
no enrichment		MYCATERD1	< 10e-7
		AtMYC2 BS in RD22	< 10e-7
		RY-repeat promoter motif	< 10e-6

**WT hyp vs WT control upregulated**		**WT hyp vs WT control downregulated**	
W-box/WRKY	< 10e-5	no enrichment	
I-Box	< 10e-7		
ABRE-like binding site motif	< 10e-9		
ABRE binding site motif	< 10e-7		
ACGT ABRE motif A2OSEM	< 10e-10		
DRE core motif	< 10e-8		
DREB1A/CBF3	< 10e-6		
CACGTG motif	< 10e-10		
GADOWNAT	< 10e-10		
AtMYC2 BS in RD22	< 10e-5		
MYCATERD1	< 10e-5		
Z-box promoter motif	< 10e-7		
EveningElement promoter motif	< 10e-5		

***AtHb1 *hyp vs *AtHb1 *control upregulated**		***AtHb1 *hyp vs *AtHb1 *control downregulated**	
EveningElement promoter motif	< 10e-5	ABRE-like binding site motif	< 10e-7
		ABRE binding site motif	< 10e-5
		ACGT ABRE motif A2OSEM	< 10e-9
		G-box LERBC	< 10e-5
		GADOWNAT	< 10e-9
		RY-repeat promoter motif	< 10e-6

Overrepresented motifs with p-values < 10e-4 were selected for comparative analysis.

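*WAK1* (AT1G21250), which encodes a kinase that binds pectin, was higher in AtHb1 at control by a log2 fold change of 1.09 (standard error 0.11, adjusted p = 7.05e-06), with 0.96 without AtHb1 control replicate 2. *MKK9* (AT1G73500), a MAP kinase kinase gene of ethylene and stress signaling, was higher by 1.13 (standard error 0.11, adjusted p = 5.39e-06). *MPK3* (AT3G45640), a MAP kinase gene of defence, had 0.47 (standard error 0.09, adjusted p = 7.95e-04), below 2-fold. AT5G04380, which encodes a SABATH-family carboxyl methyltransferase, was higher by 1.27 (standard error 0.27, adjusted p = 0.0022), with 0.96 without WT control replicate 3. Salicylate marker genes of a fixed list moved in the same direction: *PR5* (AT1G75040) was higher by 1.40 (standard error 0.29, adjusted p = 0.0020) and *PR1* (AT2G14610) by 1.34 (standard error 0.32, adjusted p = 0.0044), the latter 0.89 without AtHb1 control replicate 2, while *PR2* (AT3G57260) had 0.83, below 2-fold. All of them were read only through probe sets that the study's tables name, so they are not independent evidence. The 1 member of the 18 that the annotation names had 0.27 and did not pass. These adjusted p-values come from limma with n = 3 arrays per group, and camera was not run on the list, which had too few members named by the annotation.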

Genes implicated in signaling pathways, like receptor kinases, *wall-associated kinase 1 *(*WAK1*, At1g21250) and *MAPK kinase 9 *(At1g73500) were also upregulated compared to WT. WAK1 is a transmembrane protein containing a cytoplasmic Ser/Thr kinase domain and an extracellular domain bound to the pectin fraction of cell walls [21], thus enabling communication between cell wall and cytoplasm. Phosphorylation via WAKs has been shown to play a pivotal role in cell wall metabolism [22], which was significantly altered by *AtHb1 *overexpression. *WAK1 *expression is induced by SA treatment [23], thus, higher expression of *WAK1 *and two S-adenosyl-L-methionine:carboxyl methyltransferases indicates an involvement of SA signaling in the regulatory networks controlled by *AtHb1*. In addition, the expression of 11 transcripts encoding receptor kinases, such as transmembrane kinase RLK5 and other leucine-rich repeat family proteins as well as Ser/Thr kinases, revealed the presence of different signaling pathways. 

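*CRK10* (AT4G23180), a cysteine-rich receptor kinase gene, was higher in AtHb1 at control by a log2 fold change of 1.87 (standard error 0.15, adjusted p = 1.24e-06). *CRK6* (AT4G23140), of the same family, was higher by 1.51 (standard error 0.17, adjusted p = 1.79e-05) and *RLK7* (AT1G09970), a leucine-rich repeat kinase gene of oxidative stress tolerance, by 1.34 (standard error 0.14, adjusted p = 7.05e-06). *SERK1* (AT1G71830), a co-receptor gene of embryogenesis, was higher by 1.09 at control and by 1.09 under hypoxia, where it was 0.997 without WT hypoxia replicate 1. *HAE* (AT4G28490), which encodes RLK5, had 0.55 (standard error 0.10, adjusted p = 8.92e-04), below 2-fold, and *SOBIR1* (AT2G31880) had 0.99. Of 16 receptor kinase genes of the study, limma called 8 higher and none lower at control, and 13 were higher at an adjusted p under 0.05 without the fold limit. The values of AT1G35710 and AT5G25930 were 0.82 without AtHb1 control replicate 2, 1 of 2 arrays that end the call and 0.91 without AtHb1 control replicate 2, and that of *GSO2* (AT5G44700) was 0.93 without WT control replicate 3, 1 of 2 arrays that end the call. The paper names this group from the same samples, so the count is not independent evidence. When the 3' to 5' covariate was added to limma after the data were seen, the count was 0 (3 at an unadjusted p). Because that covariate is confounded with genotype, the lost calls cannot tell RNA quality from genotype.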

Interestingly, RLK7 (At1g09970) has recently been shown to be involved in the control of seed germination and tolerance to oxidative stress [24]. Using genetic approaches the authors provided evidence for a positive correlation of RLK7 expression and enhanced tolerance against H2O2.

Transcripts encoding proteins involved in redox homeostasis, such as manganese superoxide dismutase (MnSOD, At3g56350) and two glutathione-S-transferases, were upregulated in *AtHb1 *overexpressors. This was accompanied by higher expression of defence-related proteins, i.e. dehydrins and major latex proteins (MLP-related) (Figure 2A).

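AT3G56350, a manganese superoxide dismutase gene, was higher in AtHb1 at control by a log2 fold change of 1.47 (standard error 0.37, adjusted p = 0.0063). Of the glutathione S-transferase genes, *GSTU10* (AT1G74590) was higher by 1.42 (standard error 0.16, adjusted p = 1.58e-05), *GSTU4* (AT2G29460) by 1.37 (standard error 0.22, adjusted p = 3.26e-04) and *GSTF3* (AT2G02930) by 1.32 (standard error 0.13, adjusted p = 7.25e-06). *GSTT3* (AT5G41220), read by a probe set that may also bind related genes, was higher by 1.06, with 0.98 without AtHb1 control replicate 3. The other 4 of the 8 named genes did not pass, at 0.64 for *GSTF6* (AT1G02930), 0.58 for *GSTU13* (AT1G27130), 0.24 for *GSTU5* (AT2G29450) and 0.18 for *GSTF8* (AT2G47730). AT3G56350 is also a gene of late seed maturation, and under hypoxia it was lower in AtHb1 than in WT, at -1.55 (standard error 0.37, adjusted p = 0.0039). The adjusted p is that of limma, for genes that the study picked on these arrays. Limma with the 3' to 5' covariate, a fit added after the data were seen and confounded with genotype, called 0 (0 at an unadjusted p) of the 4 glutathione S-transferase genes.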

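*RAB18* (AT5G66400), a dehydrin gene induced by ABA, was higher in AtHb1 at control by a log2 fold change of 2.52 (standard error 0.44, adjusted p = 5.30e-04). The dehydrin genes *XERO1* (AT3G50980) and AT2G21490 were higher by 1.63 (standard error 0.17, adjusted p = 1.01e-05) and 1.36 (standard error 0.19, adjusted p = 8.01e-05). Genes of late seed maturation rose with them: *SMP1* (AT3G12960), a seed maturation protein gene, by 3.46 (standard error 0.42, adjusted p = 2.89e-05), *LEA4-5* (AT5G06760), a LEA protein gene of desiccation, by 2.79 (standard error 0.29, adjusted p = 7.94e-06), and *EM1* (AT3G51810) by 2.30 (standard error 0.73, adjusted p = 0.0246), the last 1.77 without AtHb1 control replicate 3, 1 of 3 arrays that end the call. Of the fixed late maturation list, 8 of 11 members were called higher by limma (9 when adjusted over the list alone), with a mean log2 fold change of 1.83, and camera gave an adjusted p = 1.18e-06 with the preset correlation and an adjusted p = 0.257 with an estimated correlation. Of these 11 genes 9 are in the study's table, and the mean of the other 2 was 0.51. The list mean varied within groups, at 6.64 in WT control replicate 3 against 7.61 and 7.59, and at 8.25 in AtHb1 control replicate 1 against 9.61 and 9.47. None of the 5 major latex protein genes of the study passed at control: AT1G14930 and AT1G14940 had 1.77 (standard error 0.67, adjusted p = 0.0548) and 1.56 (standard error 0.78, adjusted p = 0.145), and AT4G23670 and AT4G23680 had 0.67 and 0.51, below 2-fold. The bioB control, which follows the hybridization, also differed, at 8.05 in AtHb1 control and 7.25 in WT control. In limma with the 3' to 5' covariate, confounded with genotype and added after the data were seen, 0 (1 at an unadjusted p) of the 3 dehydrin genes and 0 (3 at an unadjusted p) of the late maturation list were called higher.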

Ubiquitin-mediated proteolysis is essential for plant development and responses to environmental stimuli [25]. 

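*XBAT34* (AT4G14365), an ankyrin RING ligase gene, was higher in AtHb1 at control by a log2 fold change of 1.39 (standard error 0.16, adjusted p = 2.05e-05). AT1G80440, which encodes a kelch-repeat F-box protein that targets phenylalanine ammonia-lyase, was higher by 1.20 (standard error 0.14, adjusted p = 2.38e-05). The RING ligase genes AT2G27940 and AT1G30860 were higher by 1.18 (standard error 0.14, adjusted p = 3.06e-05) and 1.17 (standard error 0.19, adjusted p = 2.82e-04), and AT1G30860 had 0.98 without AtHb1 control replicate 2. Hypoxia raised AT1G80440 in WT by 1.82 and *XBAT34* by 1.56, and in AtHb1 neither passed both limits, at 0.42 and -0.01. The difference of the responses (AtHb1 minus WT) passed in limma for all 4 genes, at -1.57 to -1.06 on the log2 scale, but for AT1G30860 it was -0.94 without WT control replicate 3, -0.996 without WT hypoxia replicate 3, -0.87 without AtHb1 control replicate 2 and -0.94 without AtHb1 hypoxia replicate 2, and the call was lost each time. Under hypoxia the differences between the genotypes were -0.20 to 0.11, and no gene of the 4 passed. With the 3' to 5' signal as a covariate, a fit added after the data were seen and confounded with genotype, limma called 0 (0 at an unadjusted p) of the 4 genes at control, where the 3' minus 5' signal of the GAPDH control was 1.02 in WT and 1.77 in AtHb1.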

*AtHb1 *induced the expression of three RING finger E3 ligases of the C3CH4-type (At4g14365, At2g27940, At1g30860) and two F-box proteins (SKP1/At2g45950 and kelch repeat/At1g80440) (Additional file 6). RING finger ligases and E3 ligases from the SKp1, F-box (SCF) complex play an essential role in auxin metabolism by degrading AUX/IAA proteins, and thereby regulating concentrations of IAA [25]. This is probably linked to downregulation of auxin transport and signaling in *AtHb1 *plants.

### *AtHb1 *overexpression in seeds alters expression of genes involved in primary metabolism

*AtHb1 *overexpression induces various changes in transcripts related to carbohydrate, cell wall, N- and lipid metabolism, as well as potentially associated transporter gene activities and photosynthesis. As deduced from GO analysis of transcript data, the cell wall was the most affected cellular compartment in *AtHb1 *seeds showing a clear underrepresentation (Additional file 5). Other decreased biological processes are linked to cell wall biogenesis and modification. This is illustrated by the concurrent downregulation of more than 30 cell wall-related genes encoding cellulose synthases, arabinogalactan-proteins (AGPs), pectinesterases, expansins, xyloglucan-xyloglucosyl transferases and polygalacturonases (see MapMan visualization, Additional file 7). This indicates a strong repression of cell wall synthesis, cell wall modification, pectin degradation, cell expansion and cell wall turnover. 

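*FLA11* (AT5G03170) and *FLA12* (AT5G60490), fasciclin-like arabinogalactan protein genes of secondary walls, were lower in AtHb1 at control with log2 fold changes of -1.27 (standard error 0.15, adjusted p = 3.03e-05) and -1.58 (standard error 0.17, adjusted p = 1.07e-05). *IRX3* (AT5G17420), a cellulose synthase gene of secondary walls, was lower, at -1.11 (standard error 0.12, adjusted p = 8.59e-06), and *CSLA09* (AT5G03760), a mannan synthase gene, at -1.80 (standard error 0.25, adjusted p = 8.95e-05). *EXPA10* (AT1G26770), an expansin gene of wall loosening, was lower, at -2.27 (standard error 0.16, adjusted p = 4.36e-07), and the xyloglucan endotransglucosylase genes *XTH7* (AT4G37800) and *XTH4* (AT2G06850) were lower, at -3.36 (standard error 0.17, adjusted p = 2.80e-08) and -1.88 (standard error 0.12, adjusted p = 1.30e-07). Limma called lower 8 of 8 arabinogalactan protein genes (5 without WT control replicate 3, where *AGP7*, *AGP4* and *FLA2* had -0.97, -0.75 and -0.92), 6 of 11 expansin genes, 4 of 9 xyloglucan endotransglucosylase genes, 3 of 4 cellulose synthase-like genes, 3 of 3 polygalacturonase and pectate lyase genes and 1 of 8 pectinesterase genes of the study, *PME44* (AT4G33220), whose call was lost without any 1 of 4 arrays, with -0.91 without AtHb1 control replicate 1. Called higher were *XTH25* (AT5G57550), at 2.6 (lost at 1.78 without WT control replicate 3), *PNP-A* (AT2G18660) among expansin-like genes, at 1.11 (0.99 without AtHb1 control replicate 2), and the pectinesterase gene AT3G60730, at 1.58. The study drew these groups from the same arrays, so the counts are not independent evidence. In the fixed xyloglucan endotransglucosylase list of 33 genes, limma called 0 of 10 members named by the annotation lower (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05), and camera gave an adjusted p = 0.103, or 0.218 with an estimated correlation. With members named only through the study's tables, which are not independent evidence, 5 of 18 were called lower. Of the fixed expansin list, 3 of 18 members were called lower (3 when adjusted over the list alone) and 9 without the fold limit. Camera gave an adjusted p = 2.98e-04, and an adjusted p = 0.124 with an estimated correlation. Beside these groups, the 3' minus 5' signal of the GAPDH control was 1.02 in WT control and 1.77 in AtHb1 control. Adding the 3' to 5' signal to limma as a covariate, after the data were seen, left 2 (4 at an unadjusted p) arabinogalactan protein, 0 (1 at an unadjusted p) expansin, 1 (1 at an unadjusted p) cellulose synthase-like and 1 (3 at an unadjusted p) polygalacturonase and pectate lyase genes called lower, and 0 (0 at an unadjusted p) of the fixed expansin list. As the covariate is confounded with genotype, these losses do not show their cause.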

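*TPS8* (AT1G70290), a class II trehalose-phosphate synthase gene, had a log2 fold change of 0.99 (standard error 0.09, adjusted p = 3.11e-06) in AtHb1 at control. *TPS11* (AT2G18700), of the same class and induced by sugar starvation, had 0.96 (standard error 0.11, adjusted p = 2.22e-05). Both differences exceeded the spread between replicates in limma but lay below the 2-fold limit, and both were called with a 1.5-fold limit and without AtHb1 control replicate 1 or 3. In *TPS8* the log2 signal was 6.80 ± 0.08 (SD, n = 3) in WT control and 7.79 ± 0.11 (SD, n = 3) in AtHb1 control, and in *TPS11* it was 7.60 ± 0.04 and 8.56 ± 0.18 (SD, n = 3 each).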

Two transcripts (At1g70290, At2g18700) encoding class II trehalose-6-P synthase/phosphatase (TPS8, TPS11) were preferentially expressed in *AtHb1 *plants. These transcripts are also potentially linked to cell wall metabolism, as it was found that perturbation of trehalose metabolism in embryos of the *tps1 *mutant leads to changes in cell wall composition and thickness [26]. 

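*FTM1* (AT1G43800), which encodes a stearoyl-ACP desaturase, was higher in AtHb1 at control by a log2 fold change of 2.28 (standard error 0.14, adjusted p = 1.34e-07). *KCS17* (AT4G34510), a fatty acid elongase gene of seed coat suberin, was higher by 1.02 (standard error 0.27, adjusted p = 0.0090), and its value was 0.71 without WT control replicate 3, 1 of 3 arrays that end the call. *KCS7* (AT1G71160), another elongase gene, had 0.83 (standard error 0.11, adjusted p = 6.00e-05), below 2-fold, and under hypoxia it was higher in AtHb1 by 1.33 (standard error 0.11, adjusted p = 1.65e-06). *SQP1* (AT5G24150), a squalene epoxidase gene of sterol synthesis, was lower at control, at -1.06 (standard error 0.13, adjusted p = 2.74e-05), with -0.96 without AtHb1 control replicate 1, 1 of 2 arrays that end the call. *SOT7* (AT1G28170), which encodes a sulfotransferase of steroid metabolism, had 0.52 (standard error 0.16, adjusted p = 0.0187), below 2-fold and above WT, and under hypoxia it was higher by 1.99 (standard error 0.16, adjusted p = 1.22e-06). Each adjusted p is from limma with n = 3 arrays per group.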

Lipid metabolism also showed transcriptional alterations; fatty acid elongation and desaturation were activated but transcripts involved in squalene and steroid metabolism were repressed. In addition, transcripts for malate synthase and isocitrate lyase (key enzymes of the glyoxylate pathway) were upregulated in *AtHb1 *seeds. Furthermore, transcripts encoding the 4Fe-4S cluster protein of photosystem I and key enzymes of the photorespiratory pathway (glycolate oxidase/GOX, At3g14415; serine hydroxymethyltransferase 4/SHMT4, At4g13890) were downregulated.

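*MLS* (AT5G03860), the malate synthase gene, was higher in AtHb1 at control by a log2 fold change of 1.86 (standard error 0.32, adjusted p = 4.27e-04). *ICL* (AT3G21720), the isocitrate lyase gene, was higher by 1.23 (standard error 0.18, adjusted p = 1.32e-04), and its call was lost at 0.997 without WT control replicate 3. The log2 signal of *MLS* was 6.59 ± 0.41 (SD, n = 3) in WT control and 8.45 ± 0.80 (SD, n = 3) in AtHb1 control. Under hypoxia the genotypes did not pass in limma, at -0.08 (standard error 0.32, adjusted p = 0.859) for *MLS* and -0.41 (standard error 0.18, adjusted p = 0.0809) for *ICL*. Of genes that act beside the cycle, *SDP1* (AT5G04040), a triacylglycerol lipase gene, had 0.70 (standard error 0.07, adjusted p = 9.63e-06) at control, below 2-fold, and *AIM1* (AT4G29010), a beta-oxidation gene, had -0.14 (standard error 0.09, adjusted p = 0.272).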

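*SHMT4* (AT4G13890), a serine hydroxymethyltransferase gene, was lower in AtHb1 at control with a log2 fold change of -1.48 (standard error 0.10, adjusted p = 1.87e-07). *GOX2* (AT3G14415), a glycolate oxidase gene read by a probe set that may also bind a related gene, was lower, at -1.18 (standard error 0.10, adjusted p = 1.29e-06). AT3G16250, which encodes an iron-sulfur protein of the chloroplast NDH complex, was lower, at -1.12 (standard error 0.14, adjusted p = 4.35e-05), with -0.92 without WT control replicate 3. Under hypoxia *GOX2* and AT3G16250 were again lower in AtHb1, at -1.02 (-0.95 without AtHb1 hypoxia replicate 2) and -1.26, and *SHMT4* had -0.97, below 2-fold. In a list of silique wall photosynthesis genes with 5 named members, the antenna gene *LHCB4.1* (AT5G01530) at -0.05 and *PRK* (AT1G32060) at -0.01 did not pass at control. The Rubisco activase gene *RCA* (AT2G39730) had -0.35 and the carbonic anhydrase gene *CA2* (AT5G14740) -0.60, both past the adjusted p but below 2-fold, and *CA1* (AT3G01500) was lower, at -1.40 (standard error 0.15, adjusted p = 1.31e-05), where the study's table names the probe sets of *CA1* and *CA2*. Adjusted p-values are those of limma. By limma with the 3' to 5' covariate, a fit added after the data were seen and confounded with genotype, 0 (2 at an unadjusted p) of the first 3 genes were called at control.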

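*NIA2* (AT1G37130), the main nitrate reductase gene, was lower in AtHb1 at control with a log2 fold change of -1.09 (standard error 0.21, adjusted p = 0.0011). *NIR1* (AT2G15620), the nitrite reductase gene of the next step, was lower, at -1.20 (standard error 0.10, adjusted p = 1.90e-06). The call of *NIA2* was lost without any 1 of 2 arrays, with -0.80 without AtHb1 control replicate 1. Under hypoxia the genotypes lay further apart, at -2.78 (standard error 0.21, adjusted p = 1.05e-06) for *NIA2* and -3.11 (standard error 0.10, adjusted p = 5.56e-10) for *NIR1*. Other nitrate-responsive genes of a fixed list did not pass both limits at control: *UPM1* (AT5G40850), a siroheme synthesis gene, had -0.48, the nitrate-induced repressor gene *LBD37* (AT5G67420) had -0.05 and AT1G68670 had 0.94, above WT and below 2-fold. The 2 members of the list that the annotation names were both higher in AtHb1 at an adjusted p under 0.05 without the fold limit, with a mean of 0.77. limma gave each adjusted p, with n = 3 arrays per group.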

Nitrogen metabolism appears to be affected in *AtHb1 *seeds based on the downregulation of *nitrate reductase 2 *(*NIA2*, At1g37130) and *nitrite reductase 1 *(*NiR1*, At2g15620). 

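*CORI3* (AT4G23600), a cystine lyase gene, was higher in AtHb1 at control by a log2 fold change of 2.53 (standard error 0.23, adjusted p = 2.79e-06). *P5CS2* (AT3G55610), a proline synthesis gene whose probe set may also bind its paralog, was higher by 1.1 (standard error 0.14, adjusted p = 3.95e-05), with 0.90 without WT control replicate 3. *ASPGB1* (AT3G16150), an asparaginase gene, was lower, at -1.54 (standard error 0.09, adjusted p = 5.95e-08). Of the genes of methionine recycling, the S-adenosylhomocysteinase gene *SAHH2* (AT3G23810) was lower, at -1.23 (standard error 0.12, adjusted p = 4.10e-06) and the S-adenosylmethionine synthetase gene *MTO3* (AT3G17390) at -1.0 (standard error 0.07, adjusted p = 3.19e-07), the latter -0.94 without WT control replicate 3, 1 of 2 arrays that end the call. Under hypoxia *CORI3* stayed higher in AtHb1, by 1.19 (standard error 0.23, adjusted p = 8.70e-04), and *ASPGB1* had -0.05 (standard error 0.09, adjusted p = 0.690). These tests are limma's, on genes the paper selected from the same data. Of the 3 genes called lower at control, 1 (2 at an unadjusted p) kept the call with the 3' to 5' covariate, a fit added after the data were seen and confounded with genotype.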

Several transcripts involved in amino acid metabolism differed significantly between transgenic and WT (S-adenosylmethionine synthetase, S-adenosyl-L-homocysteinase, asparaginase, cystine lyase, delta-1-pyrroline-5-carboxylate synthetase).

Several transporter gene activities were commonly downregulated in *AtHb1 *seeds, namely those involved in sugar, amino acid and oligopeptide transport (POT). Most of these are proton-coupled transporters. In addition, five genes from different subgroups of the aquaporin family were downregulated. These genes play a role in nutrient flow and/or are implicated in remobilization [27,28].

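AT1G52190, a nitrate and peptide transporter gene of the POT family, was lower in AtHb1 at control with a log2 fold change of -1.72 (standard error 0.10, adjusted p = 5.95e-08). AT3G05400, a sugar transporter gene, was lower, at -1.23 (standard error 0.12, adjusted p = 4.24e-06), and the POT-family gene AT3G16180 at -1.15 (standard error 0.10, adjusted p = 1.60e-06). AT2G39130 and AT3G28960, amino acid transporter genes, were lower, at -1.07 and -1.01, and their values were -0.94 without AtHb1 control replicate 1 and -0.91 without WT control replicate 1, 1 of 2 arrays that end the call. Of 11 such transporter genes of the study, limma called 5 lower (3 without AtHb1 control replicate 1) and none higher, and 6 were lower at an adjusted p under 0.05 without the fold limit. The POT-family gene AT3G53960 had 0.99 (standard error 0.13, adjusted p = 6.95e-05), above WT and below 2-fold, which was called without WT control replicate 1 or 3 or AtHb1 control replicate 1 or 3, and *AAP4* (AT5G63850), an amino acid permease gene, had -0.77. Because the genes were drawn from these arrays, the count is not independent evidence. A fit with the 3' to 5' covariate, confounded with genotype and added after the data were seen, called 2 (3 at an unadjusted p) of the transporter genes lower.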

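*PIP2;6* (AT2G39010), a plasma membrane aquaporin gene, was lower in AtHb1 at control with a log2 fold change of -2.03 (standard error 0.08, adjusted p = 8.10e-09). The tonoplast aquaporin genes *TIP2;1* (AT3G16240) and *TIP1;2* (AT3G26520) were lower, at -1.58 (standard error 0.12, adjusted p = 7.00e-07) and -1.04 (standard error 0.11, adjusted p = 8.32e-06), and *NIP6;1* (AT1G80760), a boric acid channel gene, at -1.06 (standard error 0.11, adjusted p = 7.24e-06). The value of *TIP1;2* was -0.99 without WT control replicate 3 and that of *NIP6;1* was -0.94 without AtHb1 control replicate 1. *PIP2;3* (AT2G37180) had -0.95, and *PIP1;1* (AT3G61430) -0.39, both below 2-fold. The seed-specific aquaporin genes *TIP3;1* (AT1G73190) and *TIP3;2* (AT1G17810) lay above WT, at 0.71 (standard error 0.17, adjusted p = 0.0042) and 0.70 (standard error 0.18, adjusted p = 0.0077), below 2-fold. limma thus called 4 of the 8 aquaporin genes of the study lower, a group that is not independent evidence. In a fit with the 3' to 5' covariate, confounded with genotype and added after the data were seen, 2 (3 at an unadjusted p) of the aquaporin genes were called lower.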

### Changed gene interactions due to *AtHb1 *overexpression point to alterations in cell wall metabolism

To infer gene-to-gene interactions we used the MRNET approach which extracts statistical dependencies between genes [29]. The reconstructed network of gene interference for the top 20 genes that are differentially expressed between WT and *AtHb1 *overexpressing seeds under control conditions showed clear differences (Additional file 8). In WT, the gene encoding fasciclin-like arabinogalactan protein 13 (FLA13; At5g44130) was the central hub. AGPs, such as FLA13, play a role in plant cell elongation/cell wall biogenesis, and are assumed to act as signal molecules [30]. Proteins containing fasciclin domains have also been shown to function as adhesion molecules in a broad spectrum of organisms [31]. 

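*FLA13* (AT5G44130), a fasciclin-like arabinogalactan protein gene, was lower in AtHb1 at control with a log2 fold change of -3.70 (standard error 0.17, adjusted p = 1.12e-08). *PRP2* (AT2G21140), a proline-rich cell wall protein gene, was lower, at -3.16 (standard error 0.20, adjusted p = 1.65e-07), and *XTH6* (AT5G65730), a xyloglucan endotransglucosylase gene, at -3.76 (standard error 0.24, adjusted p = 1.34e-07). *CYP96A15* (AT1G57750), the midchain alkane hydroxylase gene of wax synthesis, was lower, at -3.17 (standard error 0.35, adjusted p = 1.30e-05), and the acid phosphatase gene AT1G04040 at -2.89 (standard error 0.16, adjusted p = 4.77e-08). *XTH25* (AT5G57550), known as XTR3, was higher by 2.6 (standard error 0.90, adjusted p = 0.0386), and the call did not hold without any 1 of 6 of the arrays, with 1.78 without WT control replicate 3. Under hypoxia *FLA13*, *PRP2* and *XTH6* were also lower in AtHb1, at -1.90, -1.95 and -2.68, and *XTH25* was lower, at -2.6 (adjusted p = 0.0329), a call that did not hold without any 1 of 5 of the arrays, with -1.92 without AtHb1 hypoxia replicate 2. limma tests each gene alone here. Links between genes were not analysed here. After the data were seen the 3' to 5' covariate, which is confounded with genotype, was added to limma, and under hypoxia it left 0 (2 at an unadjusted p) of *FLA13*, *PRP2* and *XTH25* called.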

There were multiple interactions of this hub with genes encoding proteins localized to the cell wall (e.g. xyloglucan:xyloglucosyl transferase, xyloglucan endotransglycosylase 3 (XTR3), proline-rich protein 2 (ATPRP2) and acid phosphatase class B family protein) or otherwise involved in extracellular matrix modifications (e.g. midchain alkane hydroxylase, which is involved in cuticular wax biosynthesis; [32]). Most of the genes are implicated in stress-responses and related to hormone (ABA, GA) action. Overexpression of *AtHb1 *directly or indirectly perturbed the strong multiple interactions of the hub gene *FLA13*, shifting the main regulatory point to *ATPRP2*. It has been shown, that *ATPRP2 *is one of the key genes involved in cell specification [33]. Cell specification in the embryo might be coupled to maturation processes, which are characterized by high storage- but extremely low mitotic-activity. Downregulated expression of *ATPRP2 *(and associated genes) in *AtHb1 *plants might therefore indicate decelerated cell specification and thus, an extented growth phase.

### Evaluation of adaptive stress responses in wild type seeds

Most of the adaptive responses in WT seeds have also been described for shoots and roots of *Arabidopsis *plants. Mustroph et al. [18] identified a core set of 49 translated hypoxia-induced mRNAs in 21 different *Arabidopsis *cell populations. 

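*LBD41* (AT3G02550), a LOB-domain factor gene of the hypoxia response, rose in WT by a log2 fold change of 3.65 (standard error 0.10, adjusted p = 7.15e-12) and in AtHb1 by 2.98 (standard error 0.10, adjusted p = 6.32e-11). *PCO1* (AT5G15120) and *PCO2* (AT5G39890), which encode plant cysteine oxidases that sense oxygen, rose in WT by 2.93 (standard error 0.10, adjusted p = 8.77e-11) and 3.17 (standard error 0.11, adjusted p = 5.97e-11). AT4G10270, a wound-responsive gene, rose by 4.23, and *HRE2* (AT2G47520), an ethylene response factor gene of hypoxia, by 1.2. Of the core hypoxia genes of the fixed list, 26 were named by the array annotation, and 21 of them were called higher in WT by limma (21 when adjusted over the list alone), with a median log2 fold change of 1.83. In AtHb1, 20 of them were called higher (20 when adjusted over the list alone), with a median of 1.75. With members named only through the study's tables, 36 of 42 were called higher in WT and 34 in AtHb1, where the added members are not independent evidence. Camera with an estimated correlation gave an adjusted p = 1.38e-05 in WT and 1.76e-05 in AtHb1. AT5G45960, a lipase gene of the list, did not rise in WT, at -0.03 (standard error 0.09, adjusted p = 0.880).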

From this core set, 35 genes (~70%) were also found to be upregulated in seeds, indicating similar adaptation strategies to hypoxia regardless of tissue/organ identity. 

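*PLC1* (AT5G58670), a phospholipase C gene, rose after hypoxia in WT by a log2 fold change of 1.02 (standard error 0.13, adjusted p = 6.46e-05). The glycerophosphodiester phosphodiesterase genes *SRG3* (AT3G02040) and *SVL2* (AT1G66970) rose by 1.00 (standard error 0.10, adjusted p = 3.67e-06) and 1.05 (standard error 0.11, adjusted p = 7.80e-06). All 3 lay near the 2-fold limit, at 0.89 without WT control replicate 2, 1 of 2 arrays that end the call, 0.97 without WT control replicate 3, 1 of 3 arrays that end the call and 0.99 without WT control replicate 2, 1 of 2 arrays that end the call. *ICL* rose by 1.11 (standard error 0.18, adjusted p = 5.44e-04), with 0.88 without WT control replicate 3, and *MLS* had 0.97 (standard error 0.32, adjusted p = 0.0509), which did not pass in limma. In AtHb1 after hypoxia the log2 fold changes were 0.72 for *PLC1*, -0.15 for *SRG3* and 0.04 for *SVL2*, none of which passed both limits. No call of the 3 held in WT by limma with the 3' to 5' covariate, added after the data were seen, where the count was 0 (0 at an unadjusted p). In WT this signal also parted the treatments, at 1.29 in control and 1.41 in hypoxia, so the losses do not show their cause.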

The possible induction of the glyoxylate cycle in combination with lipid degradation (phospholipase C, phosphodiesterase) was not observed in other *Arabidopsis *tissues and might therefore be seed-specific. The induction of the glyoxylate cycle could represent an alternative mechanism to generate sugars and sustain energy supply under unfavourable conditions in seeds. Interestingly, malate synthase and isocitrate lyase are also enhanced in carbon-starved cucumber cotyledons [34]. 

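Under hypoxia *SFP1* (AT5G27350), a sugar transporter gene of senescence, was lower in AtHb1 than in WT with a log2 fold change of -1.50 (standard error 0.18, adjusted p = 3.08e-05). The POT-family gene AT1G52190 was lower, at -1.22 (standard error 0.10, adjusted p = 1.23e-06) and the amino acid permease gene *AAP4* at -1.02 (standard error 0.08, adjusted p = 1.22e-06), the latter -0.99 without AtHb1 hypoxia replicate 2. *ProT3* (AT2G36590), a proline transporter gene, was lower, at -1.43 (standard error 0.12, adjusted p = 2.27e-06). Of the aquaporin genes, *TIP1;2* was lower, at -1.72 (standard error 0.11, adjusted p = 2.16e-07) and *PIP2;6* at -1.46 (standard error 0.08, adjusted p = 1.28e-07). In all, limma called 6 of 11 transporter genes (3 without AtHb1 hypoxia replicate 2) and 7 of 8 aquaporin genes of the study lower in AtHb1 under hypoxia and none higher. Genes of sugar starvation, a fixed list, rose in WT: 3 of 5 members passed (3 when adjusted over the list alone), and camera gave an adjusted p = 0.0488 with an estimated correlation. In AtHb1, 2 of them passed (2 when adjusted over the list alone), with an adjusted p = 0.0608 with an estimated correlation. Both groups of transport genes come from the study's own choice and are not independent evidence. Limma with the 3' to 5' covariate, confounded with genotype and added after the data were seen, called 1 (5 at an unadjusted p) of the transporter and 2 (6 at an unadjusted p) of the aquaporin genes lower.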

The higher expression of genes involved in sugar, amino acid, oligopeptide and general nutrient (aquaporins) transport in WT (column 2 in Figure 2B) and the significantly reduced sucrose concentrations (see below) indicates nutrient, particularly sugar, depletion in WT upon hypoxia.

In general, WT seeds showed a strong transcriptional and metabolic response to moderate hypoxia. Metabolism and signaling of hormones (ABA, ethylene, JA, SA and GA) which are described to be important triggers in response to oxidative stress [15,16] are strongly induced in seeds. 

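*LOX4* (AT1G72520) and *LOX3* (AT1G17420), lipoxygenase genes of jasmonate synthesis, rose in WT after hypoxia by log2 fold changes of 2.49 (standard error 0.12, adjusted p = 2.31e-09) and 1.55 (standard error 0.09, adjusted p = 3.27e-08). *OPR3* (AT2G06050), of a later step of the same pathway, rose by 1.87 (standard error 0.07, adjusted p = 1.51e-10) in WT and 1.83 (standard error 0.07, adjusted p = 3.56e-10) in AtHb1. The jasmonate repressor gene *JAZ10* (AT5G13220) rose in WT by 1.91 and the jasmonate regulator gene *MYC2* (AT1G32640) by 1.51. *NCED3*, of ABA synthesis, rose by 1.39 (standard error 0.14, adjusted p = 4.74e-06), and the ABA catabolism gene *CYP707A3* (AT5G45340) by 1.66 (standard error 0.16, adjusted p = 4.21e-06). The salicylate marker gene *PR5* rose by 1.27 (standard error 0.29, adjusted p = 0.0073), and *PR1* had 0.80 (standard error 0.32, adjusted p = 0.105), which did not pass in limma. In AtHb1, *LOX4* rose by 1.73 and *LOX3* had 0.96, below 2-fold.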

Activation of specific transcription factors and signaling pathways nicely illustrates a cross-talk of hormone action and regulatory pathways, particular for ethylene. 

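*ACO1* (AT2G19590), an ACC oxidase gene of ethylene synthesis, rose in WT after hypoxia by a log2 fold change of 1.1 (standard error 0.12, adjusted p = 1.24e-05), with 0.99 without WT control replicate 2. *MPK3* rose by 1.22 (standard error 0.09, adjusted p = 1.65e-07) and *MKK9* by 1.01 (standard error 0.11, adjusted p = 1.33e-05), the latter 0.90 without WT control replicate 2, 1 of 3 arrays that end the call. Of the AP2/EREBP factors, AT1G64380 rose by 2.74 (standard error 0.13, adjusted p = 3.23e-09), AT4G28140 by 2.63 (standard error 0.16, adjusted p = 2.94e-08) and *ERF53* (AT2G20880), a drought factor gene, by 2.02 (standard error 0.19, adjusted p = 2.57e-06). limma called 8 of 10 such factor genes of the study higher in WT, and all 10 were higher at an adjusted p under 0.05 without the fold limit. *TOE3* (AT5G67180) and AT4G32800 were the 2 below 2-fold, at 0.93 and 0.69. In AtHb1, 5 of the 10 were called higher, with *TOE3* at 2.23 (standard error 0.14, adjusted p = 5.56e-08) and *RAP2.6* at 1.92. *ACO1* in AtHb1 had 0.75 (standard error 0.12, adjusted p = 6.23e-04), below 2-fold, and its interaction did not pass, at -0.35 (standard error 0.17, adjusted p = 0.207). The factors were picked by the study on the same samples and are not independent evidence.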

Upregulation of *MAPKK9, MAPK3 *(At3g45640) accompanied by activation of *ACC oxidase1 *(At2g19590) as well as ten members of the AP2/EREBP family represents an example how signaling cascades are linked together in adaptive stress responses. Experiments with maize suspension cultures showed a correlation of varying class-1 hemoglobin levels and changed NO concentrations with ethylene formation [35]. Enhanced ethylene biosynthesis under hypoxia is linked to lower hemoglobin expression, coinciding with the stronger induction of ethylene synthesis and signaling in the WT compared to the *AtHb1 *plants in our experiments. 

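*WRKY53* rose in WT after hypoxia by a log2 fold change of 2.11 (standard error 0.11, adjusted p = 6.68e-09), *WRKY40* by 1.95 (standard error 0.18, adjusted p = 2.70e-06) and *WRKY33* by 1.57 (standard error 0.12, adjusted p = 5.52e-07). *WRKY18*, a factor gene that acts with *WRKY40*, rose by 2.29 (standard error 0.14, adjusted p = 3.25e-08), and *WRKY75* had 0.77, below 2-fold. *WRKY22*, of the fixed list, rose by 1.21 in WT and by 1.00 in AtHb1, the latter 0.88 without AtHb1 hypoxia replicate 1, 1 of 2 arrays that end the call. *MYB44* (AT5G67300), a regulator of stomatal closure, rose by 1.04 (standard error 0.14, adjusted p = 1.31e-04) in WT and 1.1 (standard error 0.14, adjusted p = 1.38e-04) in AtHb1, with values of 0.93 without WT control replicate 2 and 0.91 without AtHb1 hypoxia replicate 1. *RBOHD* (AT5G47910), the NADPH oxidase gene of the oxidative burst, rose in WT by 2.55 (standard error 0.12, adjusted p = 1.59e-09). In AtHb1 *WRKY18* rose by 1.23 (adjusted p = 3.40e-05) and *WRKY40* by 1.16 (adjusted p = 5.68e-04), the latter 0.94 without AtHb1 hypoxia replicate 2, while *WRKY33* and *WRKY53* did not pass both limits of limma, at 0.02 and 0.53, and the difference of the responses passed for both, at -1.55 (standard error 0.18, adjusted p = 1.56e-04) and -1.57 (standard error 0.15, adjusted p = 7.71e-05).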

Beside the strong activation of several WRKY transcription factors and *MYB44 *(At5g67300), transcripts related to redox regulation were clearly induced. Rising concentrations of H2O2 in WT upon hypoxia correlate with transcriptional activation of several ROS generating/scavenging enzymes coinciding with other studies [36,37]. The upregulation of several class II TPS genes and the reduction of trehalose-6-P (T6P) levels was part of the hypoxic response in WT (two of them are also induced in transgenics under control conditions). 

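*TPS11* rose in WT after hypoxia by a log2 fold change of 1.62 (standard error 0.11, adjusted p = 1.37e-07) and *TPS8* by 1.09 (standard error 0.09, adjusted p = 8.59e-07). In AtHb1 *TPS11* rose by 1.16 (standard error 0.11, adjusted p = 8.86e-06) and *TPS8* had 0.43 (standard error 0.09, adjusted p = 0.0046), below 2-fold. Compared between the genotypes, the responses differed by -0.47 (standard error 0.16, adjusted p = 0.0711) for *TPS11*, which did not pass in limma, and -0.66 (standard error 0.13, adjusted p = 0.0044) for *TPS8*, below 2-fold. Both genes respond to sugar starvation in other tissues. T6P itself was not analysed here.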

Interestingly, T6P metabolism was identified as being part of a hypoxic response that is conserved in some pro- and eukaryotes [38]. T6P may be involved in coordination of carbon partitioning between primary metabolism and cell wall synthesis [39]. Therefore, altered expression of TPS genes - together with changes in cell wall metabolism - accentuates the possible role of T6P metabolism in regulation of carbon partitioning. In general, the alterations in regulatory and metabolite pathways provide a framework of seed-specific responses to hypoxia.

### *AtHb1 *overexpression attenuates transcriptional stress responses

Under hypoxic stress treatment, a significantly lower number of transcripts exhibited altered expression in *AtHb1 *compared to WT (254 and 413 genes, respectively). Consequently, the stress response observed in *AtHb1 *was much reduced, especially in regulatory/signaling pathways, but also for specific pathways in primary metabolism. 

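AT5G19240, which encodes a glycoprotein anchored to the membrane, had a smaller response in AtHb1, with a rise of 2.92 (standard error 0.12, adjusted p = 6.54e-10) on the log2 scale in WT and a difference of the responses (AtHb1 minus WT) of -2.50 (standard error 0.17, adjusted p = 4.73e-06). *CRK10* rose by 2.87 in WT and by 1.16 in AtHb1. Hypoxia genes such as AT5G66985, of unknown function, rose alike, by 4.26 in WT and 4.36 in AtHb1, with a difference of 0.10 (standard error 0.20, adjusted p = 0.801). In limma, 348 probe sets were called higher and 66 lower after hypoxia in WT, and 153 higher and 101 lower in AtHb1. The count of genes lower in AtHb1 was 66 without AtHb1 control replicate 2 and 134 without AtHb1 control replicate 1. With no fold limit the order was reversed, with 3601 probe sets at an adjusted p under 0.05 in WT and 5026 in AtHb1. The difference of the responses, tested directly, was called for 113 probe sets above and 343 below 0. Of the 348 probe sets higher in WT, 226 had a lower response in AtHb1 at an adjusted p under 0.05. Over all of them the median log2 fold change was 1.41 in WT and 0.58 in AtHb1, a comparison that favours WT because the genes were selected there. Over the 545 called in either genotype, the slope of the AtHb1 response on the WT response was 0.49, with a correlation of 0.46. A low slope also follows from so weak a correlation, so it does not by itself show smaller responses in AtHb1. The 25S rRNA probe set, an RNA measure, was 12.12 in WT control and 12.68 in WT hypoxia, and 12.57 and 12.88 in AtHb1. It moved with genotype as well as treatment. Each WT control array (12.016 to 12.185) lay below every other array (12.482 or more).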

Transcriptional alterations in WT upon hypoxia partly shared a commonality with those induced by *AtHb1 *overexpression under control conditions, or with transcripts additionally induced in *AtHb1*-overexpressing plants after hypoxia (Figure 4). 

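*TCH3* (AT2G41100), a calmodulin-like gene induced by touch, was higher in AtHb1 at control by a log2 fold change of 2.24 (standard error 0.24, adjusted p = 1.2e-05) and rose in WT after hypoxia by 3.39 (standard error 0.24, adjusted p = 2.06e-07). AT4G24110 and AT4G33560, hypoxia genes of unknown function, were higher in AtHb1 at control by 1.54 (standard error 0.15, adjusted p = 6.82e-06) and 1.71 (standard error 0.14, adjusted p = 1.32e-06) and rose in WT by 4.14 and 4.01. In all, 111 probe sets were called higher in both comparisons by limma, and 28 were called lower in both. With the 3' to 5' signal as a covariate, a fit added after the data were seen and confounded with genotype, 28 were higher in both and 20 lower in both. Both comparisons use the WT control arrays, which alone makes fold changes go together. In 100 simulated data sets with this shared control and no true change, the covariance of the fold changes was at most 0.0054 against 0.0584 in the data. The correlation was 0.49 in the data and 0.50 on average in the simulations, so the size of the shared changes exceeded the simulations but the correlation did not. At an unadjusted p with no fold limit, 1738 probe sets were higher in both, against a simulated mean of 120.3. As no gene changes in the simulations, that mean is too low where many genes change in each comparison. Hypoxia raised 102 probe sets in both genotypes, and 46 that AtHb1 raised at control fell in AtHb1 after hypoxia. Both comparisons behind that last number use the AtHb1 control arrays, with opposite sign, and at an unadjusted p with no fold limit it was 866 against a simulated mean of 120.4. At the same limits more probe sets went the other way: 1412 were higher in AtHb1 at control and rose in AtHb1 after hypoxia, against a simulated mean of 0.94. The fold changes of these 2 comparisons had a correlation of -0.07, against a simulated mean of -0.50. The 46 became 19 without AtHb1 control replicate 2, 29 without AtHb1 control replicate 3 or AtHb1 hypoxia replicate 2, 81 without AtHb1 control replicate 1, 25 with trend and robust eBayes and 1 with the covariate. Of the genes called higher, 16 were shared by all 3 comparisons, 95 by AtHb1 at control and WT hypoxia alone, and 86 by WT hypoxia and AtHb1 hypoxia alone. As a measure of RNA quality, the actin control probe sets labelled r2 had a 3' minus 5' signal of 1.55 in WT control, 1.79 in WT hypoxia and 2.44 in AtHb1 control, above WT control in both.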

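*PCO1* and *PCO2*, the oxygen-sensing oxidase genes, were higher in AtHb1 at control by log2 fold changes of 1.04 (standard error 0.10, adjusted p = 5.93e-06) and 1.01 (standard error 0.11, adjusted p = 9.27e-06), and after hypoxia they rose in AtHb1 by 1.56 (standard error 0.10, adjusted p = 1.29e-07) and 1.92 (standard error 0.11, adjusted p = 1.62e-08). The calls at control were lost without any 1 of 2 and 2 arrays, with 0.93 without AtHb1 control replicate 1 and 0.89 without WT control replicate 2. The difference of their responses (AtHb1 minus WT) was -1.37 (standard error 0.14, adjusted p = 1.11e-04) and -1.2 (standard error 0.15, adjusted p = 2.00e-04), and under hypoxia the genotypes differed by -0.33 and -0.24. AT4G10270 was higher at control by 1.31 and also had a smaller response, at -1.56. Of the 26 core hypoxia genes named by the annotation, 5 were called higher in AtHb1 at control by limma (5 when adjusted over the list alone) and 16 without the fold limit, with a median log2 fold change of 0.38. The number called was 2 (5 at an unadjusted p) with the 3' to 5' covariate, a fit added after the data were seen and confounded with genotype. Camera gave an adjusted p = 0.0094 for the 26 genes with an estimated correlation. Only 4 of them lie outside the study's table of called genes, and these had a mean of 0.13. Leaving out called genes lowers the mean by construction: in WT after hypoxia the 4 had 0.48, against 2.30 for all 26. In the difference of the responses, 2 of the 26 genes were called lower, with a mean of -0.19 and a median of -0.10, and camera gave an adjusted p = 0.136 with an estimated correlation. The bioD control, which is added after the RNA is extracted, was 10.58 in WT control, 10.86 in WT hypoxia, 11.17 in AtHb1 control and 11.31 in AtHb1 hypoxia. From the lower number of genes that respond in AtHb1, and from the genes that AtHb1 already raises at control and that also belong to the hypoxia response of WT, the paper proposes a kind of pre-adaptation to oxidative stress.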

The moderate hypoxic response in seeds of transgenic plants, in combination with genes induced by *AtHb1 *overexpression that have been shown to be implicated in the WT hypoxia response, points to a kind of "pre-adaptation" to oxidative stress. Among the differences between the two genotypes in their hypoxic responses, several biological processes stand out, namely, stress-related signaling, redox pathways and primary/energy metabolism (Figure 2, Additional file 4). These differences are discussed in detail below.

**Figure 4:**
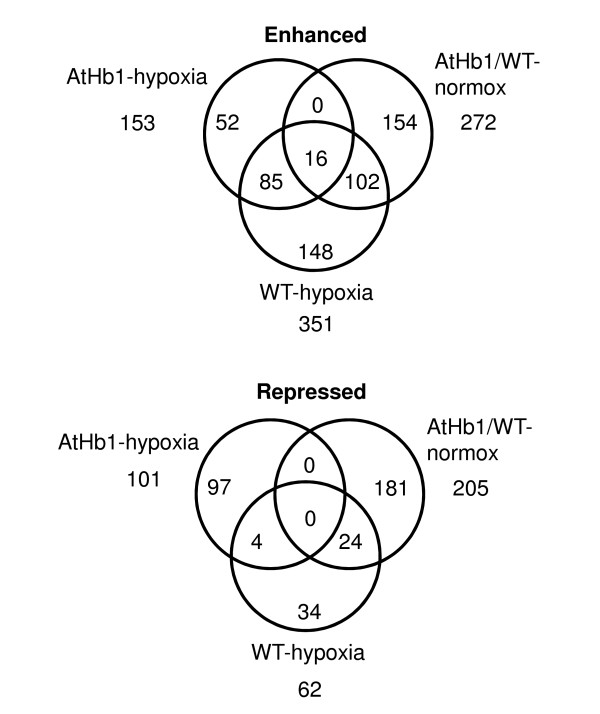
**Venn diagrams showing overlap of differentially expressed genes due to *AtHb1 *overexpression and genes involved in the hypoxic response of WT and/or *AtHb1 *plants**. Overlap of differentially expressed genes was identified using the Venn Super Selector of the web-based tool BAR (http://bbc.botany.utoronto.ca/).

First, hypoxia induced stress-related signaling and redox pathways in WT. GO analysis for functional assignments of upregulated genes showed strong overrepresentation of responses to abiotic/biotic stress and other biological processes related to stress responses, especially responses to ABA and JA. Evaluation of promoter motifs within the 5'-flanking regions of hypoxia-induced genes revealed that W-box, ABRE, DREB, G-box, MYC2, MYCATERD1, GADOWNAT, Z-box, I-box and Evening Element motifs were significantly overrepresented. This finding is significant because almost all of these recognition sites have been implicated in hormone signaling (ABA, ethylene) and in general stress responses. In addition to these changes in hormone signaling pathways, transcripts directly involved in biosynthesis of ABA, ethylene, JA and SA were commonly upregulated in WT. In contrast genes related to SA, GA and ABA metabolism were not induced by hypoxia in *AtHb1 *plants. 

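*NCED3*, of ABA synthesis, had a log2 fold change of 0.77 (standard error 0.14, adjusted p = 0.0014) in AtHb1 after hypoxia, below 2-fold. AT5G13200, an ABA-responsive GRAM-domain gene, rose in AtHb1 by 1.16 (standard error 0.09, adjusted p = 1.38e-06) and in WT by 1.44 (standard error 0.09, adjusted p = 8.31e-08). *RD29A* (AT5G52310), an ABA and cold marker gene, rose in both, by 1.1 (standard error 0.10, adjusted p = 5.09e-06) in AtHb1 and 1.26 (standard error 0.10, adjusted p = 6.74e-07) in WT. The methyltransferase gene AT5G04380 fell in AtHb1, at -1.20 (standard error 0.27, adjusted p = 0.0066), with -0.86 without AtHb1 hypoxia replicate 2, and had 0.79 (standard error 0.27, adjusted p = 0.0609) in WT. The salicylate markers *PR1* and *PR5* had -1.09 and -0.57 in AtHb1, of which only *PR1* passed in limma, as a fall, with -0.64 without AtHb1 control replicate 2, 1 of 3 arrays that end the call. The salicylate-responsive gene *WAK1* rose in WT by 1.43 (standard error 0.11, adjusted p = 4.03e-07) and had 0.28 (standard error 0.11, adjusted p = 0.0845) in AtHb1.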

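*EM6* fell in AtHb1 after hypoxia with a log2 fold change of -1.39 (standard error 0.39, adjusted p = 0.0211), and the call was lost without any 1 of 3 arrays, with -1.04 without AtHb1 control replicate 3. *HVA22B*, an ABA-induced gene of vesicle traffic, fell, at -1.12 (standard error 0.28, adjusted p = 0.0121), with -0.84 without AtHb1 control replicate 2, 1 of 2 arrays that end the call. *NCED4* had -0.78 (standard error 0.10, adjusted p = 1.32e-04) and AT3G02480 had -0.99 (standard error 0.23, adjusted p = 0.0078), both below 2-fold. In WT these 4 genes had 0.37, 1.12, 0.57 and 0.85, of which *HVA22B* passed in limma. The difference of the responses passed for *NCED4*, at -1.35 (standard error 0.14, adjusted p = 1.16e-04), for *HVA22B*, at -2.24 (standard error 0.40, adjusted p = 0.0027), and for AT3G02480, at -1.84 (standard error 0.32, adjusted p = 0.0025), but not for *EM6*, at -1.76 (standard error 0.55, adjusted p = 0.0508). Of the 11 late maturation genes of the fixed list, 5 were called lower in AtHb1 after hypoxia (5 when adjusted over the list alone), which was 1 without AtHb1 control replicate 2 or 3 and 2 without AtHb1 hypoxia replicate 2, and camera gave an adjusted p = 0.310 with an estimated correlation.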

In fact, a strong repression of ABA synthesis/signaling was evident from the down regulation of *NCED4 *and several ABA-responsive genes, among them *ATEM6 *and *AtHVA22b *(which were already induced under control conditions by *AtHb1 *overexpression). In addition, ABRE binding site motifs were enriched in the set of downregulated genes in *AtHb1 *plants after hypoxia (Table 3). Another striking difference between the genotypes is the opposite regulation of transcripts encoding the gibberellin regulated proteins 2 and 3 (GASA 2, 3); they are highly upregulated in the WT after hypoxic treatment whereas a strong repression was observed in transgenic seeds. 

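*GASA2* (AT4G09610), a gibberellin-regulated gene that is strong in maturing seeds, rose in WT after hypoxia by a log2 fold change of 2.24 (standard error 0.72, adjusted p = 0.0485) and fell in AtHb1, at -2.34 (standard error 0.72, adjusted p = 0.0324). *GASA3* (AT4G09600), its neighbour and relative, rose in WT by 2.26 (standard error 0.65, adjusted p = 0.0279) and had -1.84 (standard error 0.65, adjusted p = 0.0558) in AtHb1, which did not pass in limma. Their replicates varied widely, with a log2 signal of *GASA2* of 6.62 ± 0.65 (SD, n = 3) in WT control and 6.95 ± 1.37 (SD, n = 3) in AtHb1 hypoxia. The rise of *GASA2* in WT no longer passed when any 1 of 6 arrays was left out, with 1.87 without WT control replicate 3, and its fall in AtHb1 no longer passed for 4 arrays, with -1.75 without AtHb1 control replicate 2. The rise of *GASA3* in WT ended without any 1 of 4 arrays, with 1.45 without WT control replicate 3. Between the genotypes, the responses differed by -4.58 (standard error 1.02, adjusted p = 0.0098) for *GASA2* and -4.11 (standard error 0.92, adjusted p = 0.0101) for *GASA3*. Other genes of late seed maturation took the same course: *EM1* rose in WT by 2.36 (standard error 0.73, adjusted p = 0.0399) and had -2.03 (standard error 0.73, adjusted p = 0.0593) in AtHb1, and AT3G15670, a LEA protein gene, had 2.01 in WT and -2.31 in AtHb1, which both passed. The call of *EM1* in WT ended without any 1 of 6 arrays, with 1.90 without WT control replicate 3, and those of AT3G15670 without any 1 of 5 and 3, with 1.2 without WT control replicate 3 and -1.80 without AtHb1 hypoxia replicate 2. Of the 11 members of the fixed list, 8 had a lower response in AtHb1, with a mean difference of -2.48 and an adjusted p = 0.147 from camera with an estimated correlation.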

Calcium signaling seems to play a role in the hypoxic response of WT, as indicated by the upregulation of six transcripts encoding calmodulins and calmodulin binding proteins, accompanied by an induction of calcium dependent protein kinase and the plastidic *Ca^2+^-ATPase1 *(*ACA1*, At1g27770). 

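*TCH3* had the largest difference of the named calcium genes, with a log2 fold change of 0.40 (standard error 0.24, adjusted p = 0.258) in AtHb1 after hypoxia and a difference of the responses (AtHb1 minus WT) of -2.99 (standard error 0.35, adjusted p = 1.78e-04). *CML38* (AT1G76650), a calmodulin-like gene of the core hypoxia response, rose by 2.95 (standard error 0.12, adjusted p = 3.92e-10) in WT and 2.78 (standard error 0.12, adjusted p = 1.16e-09) in AtHb1, and AT4G27280, an EF-hand gene, by 2.22 (standard error 0.11, adjusted p = 4.55e-09) and 2.06 (standard error 0.11, adjusted p = 1.32e-08). *CML40* (AT3G01830) rose in WT by 1.29 and had 0.57 in AtHb1, below 2-fold. *ACA1* (AT1G27770), a calcium pump gene, rose in WT by 1.41 (standard error 0.07, adjusted p = 7.05e-09) and *CPK28* (AT5G66210), a calcium-dependent protein kinase gene, by 1.24 (standard error 0.11, adjusted p = 2.37e-06), and in AtHb1 they had 0.74 and 0.61, below 2-fold. limma called all 6 calmodulin and calmodulin-binding genes of the study higher in WT and 2 in AtHb1, where 5 were higher at an adjusted p under 0.05 without the fold limit, in a group that is not independent evidence. Of the fixed calcium list, 5 of 15 members were called higher in WT (5 when adjusted over the list alone), with an adjusted p = 0.0278 from camera with an estimated correlation. In AtHb1 2 were called higher and 1 lower (2 and 1 when adjusted over the list alone), with an adjusted p = 0.295 with an estimated correlation. For this list in WT the count was 3 (3 at an unadjusted p) with the 3' to 5' covariate, a fit added after the data were seen. As that signal was also higher in WT hypoxia (1.41) than in WT control (1.29), the lower count does not show its cause.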

The transcriptional activation of calmodulins which are the primary calcium receptors in plant cells and calcium binding proteins, could serve as substrate for phosphorylation by calcium dependent protein kinases, then activating transcription factors by phosphorylation. Altogether this points to existing calcium dependent signaling pathways in the hypoxia response in wild type seeds, which were not observed in *AtHb1 *overexpressors.

The second major difference between *AtHb1*-overexpressing plants and WT concerned primary and energy metabolism. Hypoxia induced multiple changes in transcripts related to these processes in WT, but only moderate changes in *AtHb1 *plants. For example, in WT we encountered a clear induction of glycolysis and fermentation (*FBP aldolase, PFK, PDC1, ADH*1) as well as strongly induced nitrogen assimilation as suggested by preferential expression of *NIA2 *and *NiR1*. 

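*PDC1* (AT4G33070), the pyruvate decarboxylase gene of fermentation, rose in WT after hypoxia by a log2 fold change of 3.80 (standard error 0.10, adjusted p = 4.30e-12) and *ADH1* (AT1G77120), the alcohol dehydrogenase gene, by 2.87 (standard error 0.09, adjusted p = 5.53e-11). *PFK6* (AT4G32840), a phosphofructokinase gene, rose by 1.56 (standard error 0.08, adjusted p = 4.27e-09) and *FBA5* (AT4G26530), an aldolase gene, by 1.06 (standard error 0.12, adjusted p = 1.76e-05), the latter 0.96 without WT control replicate 2. *NIR1* rose by 2.13 (standard error 0.10, adjusted p = 3.10e-09) and *NIA2* by 1.45 (standard error 0.21, adjusted p = 2.02e-04). Nitrate-responsive genes of a fixed list rose with them, among them *LBD37* by 1.80 (standard error 0.20, adjusted p = 1.58e-05) and *UPM1* by 1.44 (standard error 0.09, adjusted p = 6.24e-08). These 2 genes were read only through probe sets that the study's tables name, so they are not independent evidence. Of the 22 genes of the list, the annotation names 2, and both were called higher, with a mean of 2.35. Of the glycolysis and fermentation list of 23 genes, 0 of 5 members named by the annotation were called higher by limma (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05), and camera gave an adjusted p = 0.0311 in WT with the preset correlation and an adjusted p = 0.131 with an estimated correlation. With members named only through the study's tables, which are not independent evidence, 4 of 10 were called higher. The glycolysis genes *GAPC2* (AT1G13440) and *TPI* (AT3G55440) had 0.13 and 0.08, which did not pass in limma.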

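*PGA4* (AT1G02790) and AT3G07820, polygalacturonase genes of pollen, fell in WT after hypoxia with log2 fold changes of -1.54 (standard error 0.12, adjusted p = 3.62e-07) and -1.66 (standard error 0.20, adjusted p = 4.11e-05), and AT3G01270, a pectate lyase gene, fell, at -1.29 (standard error 0.16, adjusted p = 5.34e-05). The pectinesterase genes *VGDH2* (AT3G62170) and AT5G07430, both of the pollen tube, fell, at -1.14 (standard error 0.14, adjusted p = 5.60e-05) and -1.14 (standard error 0.13, adjusted p = 2.79e-05). Other pectinesterase genes of the study rose, AT3G10720 by 1.76 (standard error 0.16, adjusted p = 2.12e-06) and AT3G60730 by 1.13 (standard error 0.32, adjusted p = 0.0284), the latter 0.69 without WT control replicate 3, 1 of 3 arrays that end the call, and *PME44* (AT4G33220) had -0.11. Pollen genes without a role in pectin fell as well: *AGP6* (AT5G14380), an arabinogalactan protein gene of pollen, at -1.51 (standard error 0.20, adjusted p = 1.04e-04) and *SKS13* (AT3G13400) at -1.39 (standard error 0.17, adjusted p = 5.16e-05). Of the fixed pollen list, 4 of 8 members were called lower by limma in WT (4 when adjusted over the list alone) and 7 without the fold limit, with an adjusted p = 0.0858 from camera with an estimated correlation. In AtHb1 the polygalacturonase and pectate lyase genes did not pass after hypoxia, at -0.15 to -0.08, and at control they were already lower than in WT, at -1.45 to -1.16, with AT3G01270 at -0.997 without AtHb1 control replicate 3. A further list of pollen genes without a cell wall role, added after the data were seen, had a median of -0.16 in WT, and 8 of its 13 members lay below a log2 signal of 6 in WT control.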

In WT, cell wall metabolism was downregulated as evidenced by repression of six transcripts encoding pectinesterases and four encoding polygalacturonases, indicating that cell wall metabolism is one of the key processes affected by hypoxia. 

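*BCA3* (AT1G23730), *CA1* (AT3G01500) and *CA2* (AT5G14740), beta carbonic anhydrase genes, rose in WT after hypoxia by log2 fold changes of 1.13 (standard error 0.10, adjusted p = 1.45e-06), 1.18 (standard error 0.15, adjusted p = 7.96e-05) and 1.22 (standard error 0.11, adjusted p = 1.51e-06). In AtHb1 none of these genes passed, at -0.09, 0.39 and 0.07. AtHb1 minus WT, the difference of the responses passed for *BCA3*, at -1.23 (standard error 0.14, adjusted p = 1.56e-04), and *CA2*, at -1.16 (standard error 0.15, adjusted p = 3.79e-04), and was -0.79 (standard error 0.22, adjusted p = 0.0286) for *CA1*, below 2-fold. For *MLS* and *ICL* the difference passed in limma, at -1.94 (standard error 0.45, adjusted p = 0.0118) and -1.64 (standard error 0.25, adjusted p = 0.0011), and in AtHb1 they had -0.97 (standard error 0.32, adjusted p = 0.0416) and -0.53 (standard error 0.18, adjusted p = 0.0487), below 2-fold. The phosphodiesterase genes *SRG3* and *SVL2* had differences of -1.15 and -1.02, the latter -0.90 without AtHb1 control replicate 2, 1 of 5 arrays that end the call.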

Induction of carbonic anhydrases and genes implicated in lipid degradation and the glyoxylate cycle (malate synthase, isocitrate lyase) was apparent in the WT response but not in *AtHb1 *plants. The activity of transporter genes is directly linked to primary metabolism. 

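*ProT3*, the proline transporter gene, rose in WT after hypoxia by a log2 fold change of 1.82 (standard error 0.12, adjusted p = 9.93e-08) and had 0.53 (standard error 0.12, adjusted p = 0.0081) in AtHb1, below 2-fold. The POT-family gene AT3G53960 rose in WT by 1.46 (standard error 0.13, adjusted p = 2.47e-06) and had 0.15 (standard error 0.13, adjusted p = 0.462) in AtHb1. *TIP3;2* rose in WT by 1.1 (standard error 0.18, adjusted p = 6.35e-04) and fell in AtHb1, at -1.0 (standard error 0.18, adjusted p = 0.0017), with values of 0.91 without WT control replicate 3 and -0.77 without AtHb1 hypoxia replicate 2, 1 of 3 arrays that end the call. *TIP1;2* had 0.98 (standard error 0.11, adjusted p = 1.50e-05) in WT, below 2-fold, and 0.30 (standard error 0.11, adjusted p = 0.0564) in AtHb1. The difference of the responses (AtHb1 minus WT) passed for *ProT3*, at -1.30, for AT3G53960, at -1.31, and for *TIP3;2*, at -2.10, with limma. *TIP3;2* is a gene of seed protein storage vacuoles, and *TIP3;1*, its closest relative, had 0.79 in WT, below 2-fold, and fell, at -1.18 (standard error 0.17, adjusted p = 2.36e-04) in AtHb1.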

The strong induction of genes encoding proline transporter, POT as well as TIP1.2 and TIP3.2 is also restricted to the hypoxia response in WT and might reflect a higher demand for remobilizing storage compounds and thus, indicating nutrient depletion in WT. 

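*PDC1* rose in AtHb1 after hypoxia by a log2 fold change of 3.61 (standard error 0.10, adjusted p = 8.80e-12), *ADH1* by 2.12 (standard error 0.09, adjusted p = 1.83e-09) and *PFK6* by 1.64 (standard error 0.08, adjusted p = 3.69e-09). *FBA5* had 0.27 (standard error 0.12, adjusted p = 0.115) in AtHb1. Between the genotypes the responses of *PDC1* and *PFK6* did not pass as different, at -0.19 (standard error 0.14, adjusted p = 0.420) and 0.07 (standard error 0.11, adjusted p = 0.728), and *ADH1* had -0.75 (standard error 0.13, adjusted p = 0.0025), below 2-fold. Genes of wall remodelling that rose in AtHb1 were *XTH23* (AT4G25810), by 2.77 (standard error 0.17, adjusted p = 4.17e-08), *TCH4* (AT5G57560), by 1.99 (standard error 0.17, adjusted p = 2.23e-06), and *XTH19* (AT4G30290), by 1.62 (standard error 0.17, adjusted p = 2.13e-05). In WT *XTH23* and *TCH4* rose by 2.81 and 1.96, and *XTH19* had 0.84, below 2-fold. In the fixed xyloglucan endotransglucosylase list, 2 of 10 members named by the annotation were called higher in AtHb1 (2 when adjusted over the list alone), and camera did not pass, with an adjusted p = 0.422. With members named only through the study's tables, which are not independent evidence, 4 of 18 were called higher. The pectinesterase genes AT1G02810 and *PME1* (AT1G53840) rose in AtHb1 by 1.27 and 1.06, the latter 0.97 without AtHb1 hypoxia replicate 1, 1 of 2 arrays that end the call. Among expansin genes of the study, AT4G30380 rose by 2.25, and *EXPA15* (AT2G03090) and *EXPA5* (AT3G29030) fell, at -1.72 (standard error 0.19, adjusted p = 2.97e-05) and -1.32 (standard error 0.17, adjusted p = 9.91e-05), all by limma.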

The alterations observed in the transgenic plants were restricted to upregulation of glycolysis/fermentation (*PFK, PDC1, ADH1*) and a few transcripts related to cell wall degradation.

### *AtHb1 *plants show less pronounced metabolic adjustment under transient hypoxia

The steady state level of amino acids, sugars, metabolic intermediates and H2O2 were measured in seeds/siliques of both genotypes under control and hypoxic conditions. Under control conditions, the levels of phosphoglycerate and ADP-glucose (starch precursor) were higher in WT versus *AtHb1 *plants, while sucrose and UDP-glucose (cell wall precursor), showed elevated levels in *AtHb1 *plants (Figure 5, values are given in Additional file 9). Remarkably, the levels of many metabolites changed after hypoxic treatment in WT but were barely altered in *AtHb1 *plants. In WT plants only, the levels of T6P and sucrose dropped significantly, while pyruvate increased (indicative of enhanced glycolytic flux and/or a partial block of the TCA cycle). Altogether, the metabolite profiles of the two genotypes illustrated a strong metabolic adjustment in WT in response to moderate hypoxia, whereas in *AtHb1 *only marginal changes were detected. This differential response was clearly visualized using principal component analysis (PCA; insert in Figure 5). Transcript data hinted at shifts in ROS metabolism in transgenic plants and in the hypoxic response of WT. Measurements of H2O2 levels in both genotypes under control and hypoxic conditions are consistent with transcriptional activities of H2O2 generating and scavenging enzymes. Higher concentrations in *AtHb1 *seeds/siliques compared to WT under control conditions (Figure 6A) correlate with preferential expression of *MnSOD1 *and glutathione-S-transferases. Upon hypoxia, H2O2 levels in WT increased but were unchanged in *AtHb1 *seeds. 

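AT3G56350, the superoxide dismutase gene, rose in WT after hypoxia by a log2 fold change of 1.70 (standard error 0.37, adjusted p = 0.0049) and fell in AtHb1, at -1.33 (standard error 0.37, adjusted p = 0.0195), where 3 single arrays ended the call, with -0.87 without AtHb1 hypoxia replicate 2. *AOX1D* (AT1G32350), an alternative oxidase gene, rose in WT by 1.30 (standard error 0.12, adjusted p = 3.42e-06) and had 0.36 (standard error 0.12, adjusted p = 0.0497) in AtHb1, below 2-fold. In AtHb1 *RBOHD* rose by 1.69 (standard error 0.12, adjusted p = 2.01e-07), with a difference of the responses of -0.86, below 2-fold. Of the glutathione S-transferase genes, *GSTU5* rose in WT by 1.83 (standard error 0.12, adjusted p = 1.07e-07) and *GSTF8* by 1.42 (standard error 0.10, adjusted p = 2.58e-07), and 5 of the 8 named genes were called higher by limma, or 3 without WT control replicate 3, where *GSTU4* had 0.994 and *GSTF6* 0.991. In AtHb1 *GSTU5* and *GSTF8* also rose, by 1.15 and 1.06. The redoxin genes were mixed in WT: 4 of 8 were called higher, with the glutaredoxin gene AT5G18600 at 2.35 (standard error 0.15, adjusted p = 6.58e-08), and 2 lower, with AT3G62960 at -1.15 (standard error 0.18, adjusted p = 3.61e-04). The study chose the redox genes on these arrays, so their counts are not independent evidence. With the 3' to 5' covariate, a fit added after the data were seen, 2 (2 at an unadjusted p) of the glutathione S-transferase genes were called in WT. That signal also rose with hypoxia in WT, from 1.29 to 1.41, so the lost calls do not show their cause.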

Activation of *respiratory burst oxidase homologue D, MnSOD1*, redoxins, three glutathionine-S-transferases and *alternative oxidase 1D *(*AOX1D*, At1g32350) in WT indicates an enhanced ROS metabolism under hypoxia.

**Figure 5:**
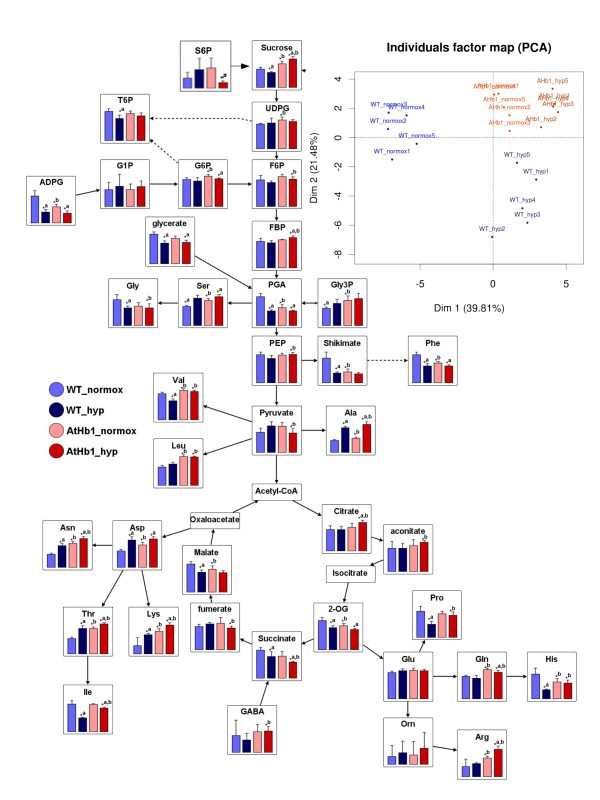
**Metabolite patterns in seeds of *AtHb1*-overexpressing and WT plants under control conditions (21 kPa O2) and moderate hypoxia (10.5 kPa O2) visualized by VANTED software **[75]. "*a" indicates statistically significant differences after hypoxic treatment in each genotype, "*b" indicates statistically significant differences between the genotypes under control and hypoxic conditions (t-test, p < 0.05). Mean values ± standard deviation are presented (data in Additional file 9). The insert shows results of a principal component analysis of the metabolite data set. 20 samples in two dimensional space are given, where the names are coloured according to the 4 different sample types (WT and *AtHb1*, under either control or hypoxic conditions; with 5 biological replicates each).

### Overexpression of *AtHb1 *promotes respiration and maintains the energy status under transient hypoxia

To investigate changes in energy metabolism we measured the respiratory activity of developing seeds. Under control conditions respiration rates were similar in both genotypes (1.7 ± 0.2 pmol/µg embryo min). However, under hypoxia, respiration in *AtHb1 *plants (line 1-1, 1.05 ± 0.14 pmol/µg min) was about 40% higher than in WT (0.73 ± 0.13 pmol/µg min) pointing to a higher energy supply in the former. Indeed, both the adenylate energy status (AEC = (ATP+0.5ADP)/(ATP+ADP+AMP)) and total ATP levels were elevated in *AtHb1 *versus WT under hypoxia (Figure 6B-C).

**Figure 6:**
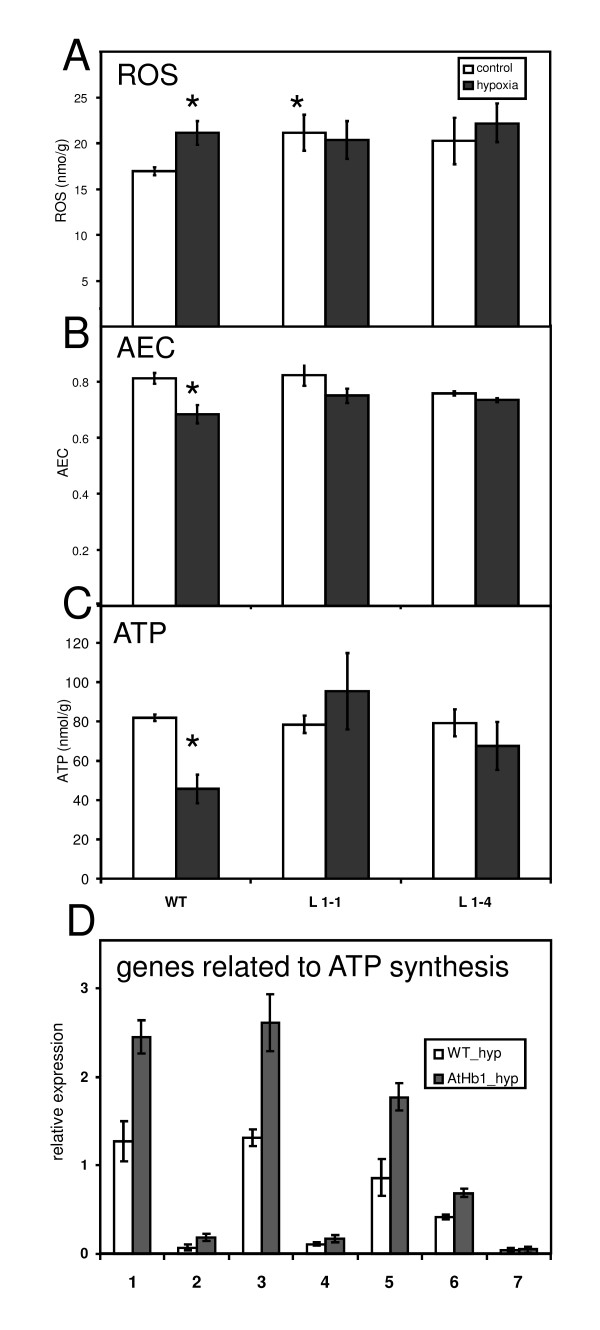
**Effects of *AtHb1 *overexpression on energy metabolism of seeds. Plants were grown under control conditions and moderate hypoxia**. (A) Levels of hydrogen peroxide (H2O2), (B) Adenylate energy charge (AEC) and (C) ATP levels. (D) Relative expression levels of genes involved in ATP synthesis quantified by qRT-PCR after hypoxic treatment. 1 - ATPase (At2g21870), 2 - ATPase (Chl) (At1g15700), 3 - NADH-DH (At5g47890), 4 - NADH:ubi (At5g18800), 5 - COX5C (At5g61310), 6 - COX5C (At3g62400), 7 - AOX1 (At1g32350). Mean values ± standard deviation are presented (n = 5); asterisks indicate statistical significant differences according to a student's t-test (p < 0.05, A-C).

Direct comparison of microarray data from the two genotypes under hypoxic conditions identified only the gamma-subunit of the chloroplast ATPase to be significantly upregulated in *AtHb1 *seeds. 

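*ATPC2* (AT1G15700), which encodes the gamma-subunit of the chloroplast ATPase, was higher in AtHb1 under hypoxia by a log2 fold change of 1.18 (standard error 0.08, adjusted p = 5.11e-07). At control it had 0.84 (standard error 0.08, adjusted p = 4.86e-06), below 2-fold, and after hypoxia it had 0.20 (standard error 0.08, adjusted p = 0.105) in WT and 0.54 (standard error 0.08, adjusted p = 3.99e-04) in AtHb1. Its log2 signal was 7.08 ± 0.10 (SD, n = 3) in WT control, 7.29 ± 0.06 (SD, n = 3) in WT hypoxia, 7.93 ± 0.03 (SD, n = 3) in AtHb1 control and 8.47 ± 0.13 (SD, n = 3) in AtHb1 hypoxia. The difference of the responses did not pass in limma, at 0.34 (standard error 0.11, adjusted p = 0.0705). The cre control, added before hybridization, was 12.78 in WT hypoxia and 13.09 in AtHb1 hypoxia.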

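AT5G18800, a gene of a small subunit of NADH:ubiquinone oxidoreductase, had a log2 fold change of 0.72 (standard error 0.08, adjusted p = 2.04e-05) between AtHb1 and WT under hypoxia. AT5G47890, an NADH dehydrogenase subunit gene, had 0.64 (standard error 0.08, adjusted p = 2.87e-05), and the COX5C genes AT3G62400 and AT5G61310, of cytochrome c oxidase, had 0.50 (standard error 0.09, adjusted p = 4.33e-04) and 0.47 (standard error 0.07, adjusted p = 2.20e-04). All 4 were below 2-fold, with adjusted p under 0.05 in limma. At control AT5G47890, AT5G18800 and AT3G62400 had 0.52, 0.36 and 0.35, at an adjusted p under 0.05, and AT5G61310 had -0.03. Of these genes only AT5G61310 had a difference of the responses at an adjusted p under 0.05, at 0.49 (standard error 0.10, adjusted p = 0.0074). For the respiratory chain list of Figure 6D, with 5 members named by the annotation, 5 were higher under hypoxia without the fold limit (5 when adjusted over the list alone), and camera gave an adjusted p = 0.131 with an estimated correlation. The study named these genes from the same arrays, so this is not independent evidence.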

Screening our dataset for other differentially expressed transcripts involved in electron transport chain/ATP synthesis, we found five other transcripts, encoding ATP synthase, NADH dehydrogenase, NADH:ubiquinone oxidoreductase, cytochrome C oxidoreductase subunit 5c (COX 5C), with a tendency to higher expression in *AtHb1 *seeds under hypoxia (fold-changes between 1.4 and 1.64 and p-values < 0.05). These transcripts were found by qRT-PCR analysis to be nearly doubled in the *AtHb1-*overexpressing plants compared to WT (Figure 6D). Altogether, our data suggest that *AtHb1 *overexpression enables the seed to respire at higher rates especially under hypoxia, thereby increasing the ATP supply.

## Discussion

Although non-symbiotic Hbs have been widely used in plants to improve tolerance against different stresses, and overexpression of plant Hbs showed beneficial effects on energy status and growth under oxygen limitation [3,6,7], global information about the molecular mechanisms of *AtHb1 *function is missing. In this study, we present the first analysis of the underlying molecular mechanisms of *AtHb1 *function and signaling. The hypothetical model deduced from transcriptome, metabolite and physiological analyses summarizes the main effects of *AtHb1 *overexpression in seeds (Figure 7). Two different aspects should be considered when *AtHb1 *is overexpressed in seeds. First, under normal growth conditions the *AtHb1 *gene is barely expressed and thus, its overexpression itself might affect seed metabolism. Second, non-symbiotic hemoglobins, such as *AtHb1*, are able to degrade endogenously formed NO [7,8], which itself can act as a signal molecule. Thus, perception of the nitric oxide level in the seed might be altered due to the enzymatic scavenging of NO.

**Figure 7:**
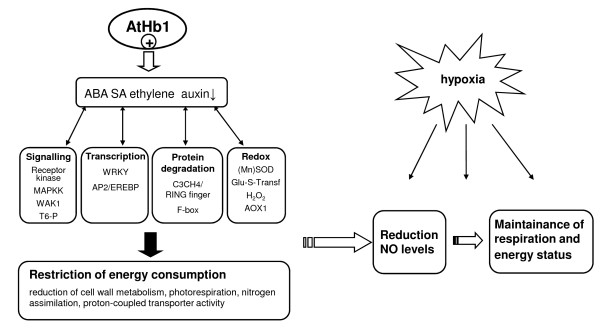
**Hypothetical model of pathways coordinated by *AtHb1 *overexpression and its effects on hypoxic stress responses**. Differences compared to WT as deduced from transcriptome, metabolite and physiological analyses are highlighted.

### *AtHb1 *overexpression induces stress-related signaling pathways and limits energy-consuming pathways

Under control conditions, *AtHb1 *overexpression activated several stress-related hormonal and signaling pathways. The fact that hormones and other components of signal transduction cascades work downstream of *AtHb1 *suggests that *AtHb1 *represents a high ranking signaling component with broad impact on regulatory networks. Most prominent was the induction of ABA synthesis/signaling, and the general repression of auxin transport/signaling. Evidence for induced ethylene and SA signaling came from induced MAPKK and WAK1-mediated signaling routes.

ROS formation also seems to be part of the *AtHb1 *signaling cascade as transcripts involved in formation and detoxification of H2O2 were clearly upregulated. Higher H2O2 levels in *AtHb1 *seeds confirmed the transcriptional activities. The pronounced upregulation of these stress-related signaling pathways might act in combination to "pre-adapt" the seeds to hypoxic stress. A role for plant non-symbiotic hemoglobins in redox regulation by improving the antioxidant status was previously hinted at by studies of alfalfa root cultures overexpressing a non-symbiotic hemoglobin [40]. *Hb1*-overexpressing lines revealed increased ascorbate levels as well as higher activity of enzymes involved in ROS removal. An enhanced oxidative stress tolerance during seed germination of *Arabidopsis *was induced by seed-specific overexpression of antioxidant genes [41]. Overexpression of MnSOD and/or combination with other genes encoding antioxidant enzymes during seed development and germination increased tocopherol contents and antioxidant capacities in mature seeds indicating beneficial effects of activated redox-related pathways on oxidative stress tolerance.

Alterations in transcriptional networks were accompanied by changes in primary metabolism. Cellulose synthesis, deposition of pectin fragments, incorporation of arabinose-derived sugars and glycosyl-transferring reactions all require energy and use activated nucleotide sugars. Thus, cell wall metabolism is clearly dependent on the energy and carbon status of cells. The decrease in transcripts related to cell wall metabolism in *AtHb1 *plants was the most prominent finding. The analysis of gene-to-gene interactions (MRNET approach) indicates that *AtHb1*-mediated downregulation of the hub gene *FLA13 *is of central importance for the proposed changes in cell wall metabolism. Its downregulation might eventually affect cell elongation, energy usage and carbon partitioning. Downregulation of cell wall metabolism might represent a major strategy to reduce energy (as well as carbon) consumption. Higher concentrations of UDP-glucose (precursor for cell wall synthesis) and sucrose support this idea.

Consistent with such energy saving adjustments is the transcriptional repression of proton-coupled transporters and photorespiration. Both require energy in the form of ATP, and thus, their repression implies a reduction in energy consumption. Another striking feature was the downregulation of *NIA2 *and *NiR1 *by *AtHb1 *overexpression under control conditions. While this might indicate lower nitrate assimilation (which imposes a high energy demand), the level of free amino acids was not reduced in transgenic seeds but rather elevated. The shift in *NIA2/NiR1 *expression could also be linked to NO signalling, because NIA can produce NO from nitrite [42-44]. High NO concentrations correlate with NIA activation and high nitrite levels [45,46]. Genetic studies using the *nia1nia2 *double mutant indicate that NIA is a major enzymatic source of NO formation in plants [47]. Subsequently, the coordinated downregulation of *NIA2/NiR1 *due to *AtHb1 *overexpression could prevent the accumulation of nitrite and subsequent NO formation. This would contribute to the lower steady state NO levels in the transgenics (beside the NO scavenging function of *AtHb1*).

Transcripts encoding key enzymes of photorespiration (GOX, SHMT4) were downregulated by *AtHb1 *overexpression. Photorespiration results in a net loss of fixed carbon and energy. The apparent repression of this pathway is a further indication for the energy-saving mode of metabolism. The preferential expression of the *β-carbonic anhydrase1 *in WT might also be related, as this enzyme is known to control CO2 availability to Rubisco and thereby regulate photorespiration [48,49].

Overall, alterations in the metabolism of *AtHb1*-overexpressing seeds point to an energy-saving mode of metabolism.

### NO formation and signaling pathways are repressed by *AtHb1 *overexpression resulting in improved respiration under stress

*AtHb1*-overexpressing seeds showed a much attenuated hypoxic response, with only some of the characteristic pathways being induced under hypoxia (e.g. enhancement of ethylene signaling, JA metabolism, redox-related transcripts and MYB transcription factors). Of particular note is the repression of the ABA response in the *AtHb1 *overexpressors, which contrasts with the strong induction observed in WT plants. Major differences were also obvious in calcium-dependent and GA-mediated signaling pathways. Both seem to play a much less significant role when compared to WT (e.g. *GASA2/GASA3 *showed the opposite responses in the two genotypes). Similarly, at the metabolite level, only minor alterations were apparent in response to hypoxia (in contrast to WT).

Another major difference in the hypoxic response of the two genotypes was the reduction of NO levels in *AtHb1*-overexpressing seeds. This agrees with previous findings [4,50] and could be attributable to *AtHb1*-mediated degradation of NO [7] and/or the restriction of NO formation via transcriptional downregulation of NIA2/NiR1. As *AtHb1 *overexpression represses *NIA2 *and *NiR1 *activity under control conditions and especially after hypoxia treatment it could be concluded that NO formation is strictly prevented by the reduction of NO precursors (e.g. nitrite). Studies from Wang et al. [51] provided evidence that NIA2 is responsible for stress-induced NO formation in *Arabidopsis *roots. They demonstrated that NIA2 is phosphorylated by MAPK6 leading to an increase of NR activity and subsequently NO formation. MAPK3 also interacted with NIA1 and 2 in the yeast two-hybrid system implying a role for activation of NIA activity. The transcriptional upregulation of MAPK3 and NIA2 in WT seeds after hypoxia is in agreement with this finding. Possibly MAPK3 represents a seed-specific transducer of environmental stimuli whereas MAPK6 is predominantly involved in NO biosynthesis in roots. Assuming that overexpression of *AtHb1 *lowered levels of NO in planta, the present approach enabled us to discriminate between the more general hypoxia response and the target genes specifically induced by higher NO levels in WT. The direct comparison of the transcriptome of both genotypes under hypoxic conditions (Figure 2, column 2) revealed differences which might be specifically attributed to NO signaling. Calcium signaling is linked to NO signaling pathways [52,53] and possibly directly involved in the regulation of hemoglobin expression [54]. NO induces a rapid increase in calcium concentrations [55,56], and vice versa [53]. This relationship was found in transgenic plants, where both NO levels and calcium-dependent signaling were lowered compared to WT. Hints for a crosstalk of NO and GA signaling came from studies with isolated aleurone cells of Arabidopsis. Bethke et al. [57] showed that NO works upstream of GA in a signaling pathway, supporting our results that GA is possibly linked to higher NO levels in WT. NO-responsive genes in Arabidopsis were identified by microarray analyses using the synthetic NO donors SNP and NOR-3 [58,59]. Among them genes involved in calcium signaling (calmodulins, calcium binding proteins), sugar and peptide transporters as well as glycosyltransferases which are preferentially expressed in the WT under hypoxic conditions. Based on our genetic approach we can separate these transcripts from transcripts of stress-related pathways (which are part of the hypoxia response without NO synthesis/accumulation).

According to our working hypothesis, lower NO levels in *AtHb1*-overexpressing seeds were expected to stimulate respiration because NO inhibits cytochrome C oxidase [60,61]. In fact, seeds of the transgenic plants retained respiratory activity as well as higher expression of *COX 5C *transcripts under hypoxia, whereas the WT switched to a "stress" mode. Congruently, there was a preferential expression of other genes related to electron transport chain/ATP synthesis in *AtHb1 *plants. Combined with repression of energy-demanding processes (e.g. cell wall metabolism) this eventually leads to an improved energy status of cells in *AtHb1-*overexpressing seeds.

## Conclusions

According to our previous hypothesis [5,10], NO integrates energy and carbon metabolism, enables the seed to balance its oxygen demand and to avoid self-anoxia. *AtHB1 *overexpression and/or the subsequent decline in endogenous NO levels set the seed in a state of 'alarm'. This is characterized by changes in hormone metabolism, induction of specific signaling pathways and transcription factors, targeted protein degradation and changes in redox-related pathways. These alterations resulted in repression of energy-demanding processes, particular in cell wall metabolism, reflecting the pre-adaptation to (hypoxic) stress. Thus, the protective role of *AtHb1 *overexpression can be regarded as a positive stress (tential 'eustress'). This became even more evident upon stress treatment where seeds of transgenics showed an attenuated stress response. *AtHb1 *overexpression enabled the seed to respire at higher rates, which was likely related to the reduction of endogenous NO levels, and helped to maintain the energy status of cells under stress. These properties might be beneficial for daily life, because seed development is prone to regular oxygen deficiency and the day/night transition causes strong fluctuations in the seeds' oxygen status [12]. Such transient stress conditions occur daily and necessitate the adjustment of respiratory activity and metabolism. Subsequently, pre-adapted transgenic seeds might have advantages under "normal" growth conditions, driving metabolism more energy-efficient, and eventually accumulating higher seed biomass.

## Methods

### Generation of transgenic plants, growth conditions and treatment

The coding region of *AtHb1 *(At2g16060) was PCR-amplified (F-GGATCCGAGGTTGTGAAATATTATGGAG and R-GGATCCTAGGATTTTGGAATGCACACTA BamHI sites underlined) using a full-length *AtHb1 *clone (kindly provided by P. Geigenberger, LMU Munich, Germany). After subcloning into the pCR4-TOPO vector, *AtHb1 *was introduced into the modified binary vector pBAR between the LeB4 promoter [19] and OCS terminator. After sequencing, the construct was mobilized in *Agrobacterium tumefaciens *EHA105 and used for transformation of *Arabidopsis thaliana *Col-0 plants by floral dipping [62]. Homozygous plants were selected on phytagar plates with ½ Murashige and Skoog medium [63] supplemented with phosphinothrycin (50 µg ml-1) and characterized by Southern blot analysis. Plants were grown at 22°C under a 16/8-h photoperiod, with a relative air humidity of 60% and an approximate light intensity of 100-150 µmol photons m^-2 ^second^-1^.

Hypoxic and normoxic treatments were carried out with transgenic (T3) and WT plants 45 days after germination (DAG) corresponding to the mid phase of maturation ~11/12 days after pollination. Plants were aerated with a gas mixture containing 10.5% O2 (composed of a 1:1 mixture of ambient gas and N2) or ambient gas containing 21% O2 for control samples in darkness. After one hour, plants were decapitated and immediately frozen in liquid N2. About 70-80 siliques of the same developmental stage were dissected in liquid nitrogen and pooled for one biological replicate. Both hypoxic and control treatment runs were repeated twice to provide biologically replicated samples. From the pool of biological replicates sample material was used for microarray and metabolite analyses.

### Northern blot and RT-PCR analysis

Isolation of total RNA from siliques/seeds was performed according to Heim et al. [64]. For northern blot analysis, 10 µg total RNA were blotted on nylon membrane (Hybond-N+, Amersham) and hybridized with a [^32^P]-labelled 635-bp fragment of *Arabidopsis AtHb1 *cDNA. A 25S rDNA fragment was used as loading control.

For cDNA synthesis, isolated total RNA was treated with RNAse free TURBO DNase (Ambion) and 1 µg RNA was reverse transcribed using oligo(dT) primer and SuperScript III reverse tanscriptase (Invitrogen, Karlsruhe, Germany). Gene-specific primers for *AtHb1 *were used in the PCR reactions.

### RNA preparation and microarray hybridization

Total RNA was isolated from intact siliques using a GENTRA kit (Biozym, Germany) according to the manufacturer's instructions. RNA was further purified using an RNeasy Kit (Qiagen) and subjected to DNAse digestion (Qiagen). Total RNA was quantified using a NanoDrop ND-1000 UV-Vis spectrophotometer (Nanodrop Technology) and RNA quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technology). Three independent biological replicates of each genotype (WT, *AtHb1*) and treatment (hypoxia, control) were hybridized to Affymetrix ATH1 *Arabidopsis *GeneChips (n = 12). Preparation of labelled cRNA and hybridization of oligonucleotide chips was performed at the Deutsches Ressourcenzentrum für Genomforschung (Germany).

### Data analysis

Data were processed with the Affymetrix MicroArray Suite software package (MAS 5.0) and the resulting CEL files were analyzed using Bioconductor packages (http://www.bioconductor.org/) in R (http://cran.at.r-project.org/). Data were normalized using the Robust Multi-array Average (RMA) method [65]. Analysis of differentially expressed genes in the different comparisons was performed with the *LIMMA *package using the RMA normalized expression values [66]. The Benjamini and Hochberg method was selected to adjust p-values for multiple testing and to determine false discovery rates (FDRs) [67]. Genes were deemed to be differentially expressed only when (1) calculated p-value was < 0.05, (2) mean of the signal log2 ratio was > 1, and (3) signal intensities of probe sets from at least two of the three biological replicates were designated as "present" calls in the PMA analysis. Genes differentially expressed in all of the comparisons (i.e. in at least one of the four comparisons) were used as data sets for the subsequent clustering and gene category analyses.

K-means clustering was performed by means of the TMeV software package using log2 signal ratio data. The MapMan visualization tool was used for functional characterization of differentially expressed genes. Enrichment analysis of Gene Ontology (GO) terms for differentially expressed genes was performed as in Horan et al. [68]. For identification of conserved motifs in the promoters of differentially expressed genes the online tool Athena (http://www.bioinformatics2.wsu.edu/cgi-bin/Athena/cgi/analysis_select.pl) was used with the default settings.

All microarray data from this study have been deposited in NCBI Gene Expression Omnibus (accession number GSE23846).

### Reconstruction of the gene regulatory network

Inferring regulatory networks from microarray data was done based on the information theoretic approach MRNET (package *minet *Bioconductor/R) using the top 20 of differentially expressed genes (given in Additional file 10). MRNET is based on the maximum relevance/minimum redundancy algorithm. The algorithm starts with computing the pairwise mutual information (MI) between all gene pairs. The resulting MI matrix is then manipulated to identify regulatory relationships and to reduce the number of false positives.

### Quantitative Real-Time PCR

RNA preparations from microarray experiments were used for cDNA synthesis (see above). The Power SYBR Green PCR mastermix was used to perform reactions in an ABI 7900 HT Real-Time PCR system (Applied Biosystems, CA, USA). Data were analyzed using SDS 2.2.1 software (Applied Biosystems). Five replicate measurements were conducted for each gene. Expression values were normalized with transcript levels of the *actin 2 *gene (At3g18780) and calculated as an arithmetic mean of the replicates. Dissociation curves confirmed the presence of a single amplicon in each PCR reaction. Log2 fold-changes were calculated after Livak and Schmittgen [69]. Efficiencies of PCR reactions were determined using LinRegPCR software (http://www.gene-quantification.de/download.html). A list containing primers for the tested genes is given in Additional file 11.

### Fluorescence detection assay for nitric oxide in embryos

Analysis of NO levels was done using DAF-2DA fluorescence detection [70]. Freshly isolated *Arabidopsis *embryos were incubated in 1 ml buffer solution containing: 50 mM sucrose, 10 mM KCL, 0.1 mM CaCl2, 10 mM MES-Tris (pH 5.6) and 50 µM DAF-2DA (Calbiochem, Germany). The buffer was aerated with 15 µM oxygen. After 1 h incubation, embryos were rinsed with fresh buffer to remove excess fluorophore. Fluorescence was analyzed using a laser scanning confocal microscope (510 Meta, Carl Zeiss, Jena, Germany).

### Respiratory oxygen uptake

About 100 *Arabidopsis *seeds were incubated in 2 ml buffer (100 mM sucrose, ¼ MS-medium, 10 mM MES-NaOH, pH 6.35). Gas tight closed vessels equipped with an oxygen sensor SP-PSt3 and connected to a Fibox 3 oxygen meter (PreSens Sensing GmbH, Regensburg, Germany) were used. Oxygen concentration in the samples was registered during a time period of 3 min. From recorded data the respiration rate of seeds was calculated by linear regression.

### Determination of metabolic intermediates, storage products and seed weight

Sugar-phosphates, nucleotide sugars and organic acids were extracted in chloroform/methanol (3:7 v/v) and measured by anion-exchange chromatography linked to tandem mass spectrometry [71]. For amino acid measurements 10 mg of powdered, frozen material was extracted in ethanol (80%, v/v), supplemented with 25 nmol norvaline as internal standard. Collected supernatants were vacuum-dried and resuspended in 250 µl water. Derivatization and separation of amino acids was performed according to Thiel *et al. *[72]. H2O2 was quantified using the Amplex Red Hydrogen Peroxide/Peroxidase Assay Kit (A22188; Molecular Probes, Invitrogen GmbH, Darmstadt, Germany) according to the manufacturer's instructions. Adenine nucleotides were measured as in Rolletschek *et al. *[73].

Average weight and number of mature seeds was determined in 4 independent batches of plants. In each batch, we used 5 individual plants per genotype, and counted the number of siliques per plant and the number of seeds per siliques (n = 10). From this we counted the total number of seeds per plant. Average seed weight was analysed in three generations (T3-T5) using an electronic microbalance (M2P, Sartorius, Göttingen, Germany). Total lipid of mature seeds was analyzed as fatty acid methyl esters by gas chromatography [74]. Total nitrogen and total carbon content were measured by elemental analysis (Vario EL3, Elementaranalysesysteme, Hanau, Germany).

## Authors' contributions

JT, HR and LB designed research. JT, HR, THN, RF, HT, MM and LB carried out research. JT and SF analyzed the data. JT, HR, LB and JEL wrote the paper. All author's have read and approved the manuscript.

## Supplementary Material

Additional file 1 **Validation of microarray data**. (A) Cluster dendrogram of normalized expression values (WT-wild type, HB-*AtHb1 *overexpression, H-hypoxic treatment, C-control, numbers indicate biological replicates). (B) Correlation of qRT-PCR and microarray data. Changes in gene expression of a selected set of 20 genes represented as log2 (hypoxia/control) derived from qRT-PCR and microarray hybridizations were compared. Correlation of gene expression data was measured in both genotypes. Accordingly, each gene is represented by two pairs of values. Click here for file

Additional file 2 **Clustering of differentially expressed genes**. K-means clustering of differentially expressed genes in all of the comparisons (see also Additional file 3) according to expression profiles (n = 8). Arrangement of comparisons into vertical columns is the same as described in the legend of Figure 2. Columns indicate the number of genes (no. Genes) per cluster, colours indicate increased (yellow) or decreased (blue) expression. Clusters 1-3 showed similar expression profiles of genes preferentially induced or repressed in transgenics compared to WT under control conditions (*AtHb1*/WT_normox) and genes implicated in hypoxic response in WT (WT_hyp/normox). Clusters 4-5 contained genes upregulated in both genotypes upon hypoxia (WT_hyp/normox and *AtHb1*_hyp/normox). In cluster 6, genes exclusively upregulated in WT after hypoxic treatment were monitored. Genes in clusters 7-8 were found to be upregulated in *AtHb1 *after hypoxia, but not in WT. Click here for file

Additional file 3 **List of differentially expressed genes**. List of differentially expressed genes in all of the comparisons. A total of 1,010 genes was identified as differentially expressed (log2 fold-change >1, p-val < 0.05). Click here for file

Additional file 4 **Differentially expressed genes organized by pathways**. Classification of functional groups was done using MapMan software. Annotation was confirmed using the TAIR locus history retrieval tool http://www.arabidopsis.org/tools/bulk/locushistory/index.jsp. Click here for file

Additional file 5 **Overrepresented GO terms of differentially expressed genes in each comparison**. Selected GOs were defined as enriched by p-values < e-06. Ontology, MF-molecular function, BP-biological process, CC-cellular compartment; n.e.-not enriched. Click here for file

Additional file 6 **Heat map display of differentially regulated genes of the ubiquitin proteasome**. Arrangement of comparisons into vertical columns is the same as described in the legend of Figure 2. Click here for file

Additional file 7 **Effects of *AtHb1 *overexpression on transcripts involved in primary metabolism under control and hypoxic conditions displayed by MapMan tool**. (A) *AtHb1 *vs WT under control conditions. (B) *AtHb1 *vs WT under hypoxia. Log2 ratios of genes are displayed using the colour code indicated. Blue, upregulation in *AtHb1*; red, upregulation in WT. Click here for file

Additional file 8 **Reconstructed network of gene-to-gene interactions for WT and transgenic plants**. Network analysis is based on the top 20 differentially expressed genes between the genotypes under control conditions. Colours of the nodes indicate upregulated (green) or downregulated (red) genes in *AtHb1 *versus WT. The colour of the lines indicates the degree of information flow between genes. Red indicates strong relationships between genes (gene information in Additional file 10). Click here for file

Additional file 9 **Metabolite levels of WT and *AtHb1*-overexpressing seeds under control and hypoxic conditions**. LC/MS measurements have been conducted with 5 biological replicates each (+/- SD). Click here for file

Additional file 10 **Top 20 of differentially expressed genes between WT and *AtHb1*-overexpressing plants under control conditions used for network analysis**. Click here for file

Additional file 11 **Oligonucleotide primers used for quantitative Real-Time PCR**. Click here for file

# Supplementary material for: Seed-specific elevation of non-symbiotic hemoglobin AtHb1: beneficial effects and underlying molecular networks in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2011 Mar 15;11:48. doi: 10.1186/1471-2229-11-48
**Supplement:** Additional file 2 — Clustering of differentially expressed genes. K-means clustering of differentially expressed genes in all of the comparisons (see also Additional file 3) according to expression profiles (n = 8). Arrangement of comparisons into vertical columns is the same as described in the legend of Figure 2. Columns indicate the number of genes (no. Genes) per cluster, colours indicate increased (yellow) or decreased (blue) expression. Clusters 1-3 showed similar expression profiles of genes preferentially induced or repressed in transgenics compared to WT under control conditions (AtHb1/WT_normox) and genes implicated in hypoxic response in WT (WT_hyp/normox). Clusters 4-5 contained genes upregulated in both genotypes upon hypoxia (WT_hyp/normox and AtHb1_hyp/normox). In cluster 6, genes exclusively upregulated in WT after hypoxic treatment were monitored. Genes in clusters 7-8 were found to be upregulated in AtHb1 after hypoxia, but not in WT.

## Slide 1

Figure 2. K-means clustering of differentially expressed genes in all of the comparisons according to expression profiles. Each comparison is arranged into vertical columns in the following order: column 1, AtHb1 overexpression versus wild type under control conditions; column 2, comparison of both genotypes under hypoxic conditions; column 3, wild type under hypoxia versus wild type under normoxia; column 4, transgenic under hypoxia versus transgenic under normoxia. Columns 2 and 3 are separated by grey column. A total of 1011 genes was extracted from the data base by applying a fold-change of >2 (log2 >1) and a p-value of <0.05 in all of the comparisons. Columns indicate the number of genes (no. Genes) per cluster, colours indicate inreased (yellow), decreased (blue) or unchanged expression (black).

# Supplementary material for: Seed-specific elevation of non-symbiotic hemoglobin AtHb1: beneficial effects and underlying molecular networks in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2011 Mar 15;11:48. doi: 10.1186/1471-2229-11-48
**Supplement:** Additional file 5 — Overrepresented GO terms of differentially expressed genes in each comparison. Selected GOs were defined as enriched by p-values < e-06. Ontology, MF-molecular function, BP-biological process, CC-cellular compartment; n.e.-not enriched.

| **Additional file 5. Overrepresented GO terms of differentially expressed genes in each comparison.**  Selected GOs were defined as enriched by p-values <e-06. Ontology, MF-molecular function, BP-biological process, CC-cellular compartment; n.e.-not enriched. | | | | |
| --- | --- | --- | --- | --- |
| GO | ontology | p-Value of enrichment | | |
|  |  | **control** | **hypoxia** | |
|  |  | *AtHb1* vs WT upregulated | | *AtHb1* vs WT upregulated |
| response to stimulus | BP | 6,46e-12 | | no enrichment in GO terms |
| response to water | BP | 1,45e-11 | |
| response to chemical stimulus | BP | 5,86e-10 | |  |
| response to stress | BP | 1,29e-08 | |  |
| response to water deprivation | BP | 1,43e-08 | |  |
| response to abscisic acid stimulus | BP | 2,58e-08 | |  |
| response to endogenous stimulus | BP | 1,89e-07 | |  |
| response to abiotic stimulus | BP | 1,94e-07 | |  |
| multicellular organismal process | BP | 1,99e-07 | |  |
| embryonic development | BP | 7,47e-07 | |  |
|  |  | *AtHb1* vs WT downregulated | | *AtHb1* vs WT downregulated |
| water transporter activity | MF | n.e. | | 6,21e-09 |
| water channel activity | MF | n.e. | | 6,21e-09 |
| oxidoreductase activity | MF | n.e. | | 5,72e-07 |
| unidimensional cell growth | BP | 4,29e-10 | | 8,46e-07 |
| cellulose and pectin-containing cell wall organization and biogenesis | BP | 4,75e-10 | | 4,39e-09 |
| cell growth | BP | 1,12e-09 | | n.e. |
| cell wall organization and biogenesis | BP | 1,59e-09 | | 5,95e-07 |
| regulation of cell size | BP | 1,64e-09 | | n.e. |
| external encapsulating structure organization and biogenesis | BP | 1,78e-09 | | n.e. |
| cellulose and pectin-containing cell wall loosening | BP | 5,11e-09 | | 3,42e-09 |
| syncytium formation | BP | 5,28e-09 | | 4,78e-07 |
| growth | BP | 7,64e-09 | | n.e. |
| cellulose and pectin-containing cell wall modification | BP | 9,59e-09 | | 6,44e-09 |
| response to auxin stimulus | BP | 4,27e-07 | | n.e. |
| cell wall modification | BP | 9,73e-07 | | 6,30e-07 |
| multidimensional cell growth | BP | n.e. | | 6,23e-07 |
| cell wall modification during multidimensional cell growth | BP | n.e. | | 2,88e-08 |
| response to stimulus | BP | n.e. | | 4,96e-08 |
| cell wall | CC | 3,82e-15 | | 5,49e-11 |
| external encapsulating structure | CC | 5,25e-15 | | 7,03e-11 |
| membrane | CC | 4,25e-12 | | n.e. |
| cellulose and pectin-containing cell wall | CC | 1,12e-11 | | n.e. |
| anchored to membrane | CC | 4,74e-08 | | n.e. |
| cell | CC | 1,97e-07 | | n.e. |
| cell part | CC | 1,97e-07 | | n.e. |
| endomembrane system | CC | 8,20e-07 | | n.e. |
| membrane | CC | n.e. | | 2,25e-08 |
| extracellular region | CC | n.e. | | 9,25e-07 |

| name of GO | ontology | p-value of enrichment | |
| --- | --- | --- | --- |
|  |  | **hypoxia** | |
|  |  | WT upregulated | *AtHb1* upregulated |
| response to stimulus | BP | 1,25e-20 | 1,77e-11 |
| response to water | BP | 8,93e-16 | n.e. |
| defense response | BP | 1,23e-15 | n.e. |
| response to stress | BP | 1,11e-14 | 2,10e-09 |
| response to water deprivation | BP | 6,01e-14 | n.e. |
| response to chemical stimulus | BP | 7,57e-13 | 8,01e-10 |
| response to abiotic stimulus | BP | 8,13e-13 | n.e. |
| immune response | BP | 3,55e-12 | n.e. |
| immune system process | BP | 4,00e-12 | n.e. |
| response to biotic stimulus | BP | 5,14e-12 | n.e. |
| response to other organism | BP | 1,11e-10 | n.e. |
| regulation of defense response | BP | 1,96e-10 | n.e. |
| response to wounding | BP | 1,24e-09 | n.e. |
| multi-organism process | BP | 1,66e-09 | n.e. |
| response to external stimulus | BP | 1,7e-09 | n.e. |
| innate immune response | BP | 9,58e-09 | n.e. |
| regulation of response to stimulus | BP | 9,81e-09 | n.e. |
| response to temperature stimulus | BP | 1,12e-08 | n.e. |
| response to cold | BP | 2,22e-08 | n.e. |
| regulation of immune system process | BP | 4,11e-08 | n.e. |
| response to abscisic acid stimulus | BP | 8,87e-08 | n.e. |
| response to endogenous stimulus | BP | 9,37e-08 | 4,73e-07 |
| response to osmotic stress | BP | 2,21e-07 | n.e. |
| jasmonic acid mediated signaling pathway | BP | 6,54e-07 | n.e. |
| cell wall | CC | 5,08e-07 | n.e. |
| external encapsulating structure | CC | 6,26e-07 | n.e. |
| response to hormone stimulus | BP | n.e. | 8,34e-08 |
|  |  | WT downregulated | *AtHb1* downregulated |
| pectinesterase inhibitor activity | MF | 7,71e-09 | no enrichment in GO terms |
| enzyme inhibitor activity | MF | 1,89e-08 |

# Supplementary material for: Seed-specific elevation of non-symbiotic hemoglobin AtHb1: beneficial effects and underlying molecular networks in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2011 Mar 15;11:48. doi: 10.1186/1471-2229-11-48
**Supplement:** Additional file 6 — Heat map display of differentially regulated genes of the ubiquitin proteasome. Arrangement of comparisons into vertical columns is the same as described in the legend of Figure 2.

## Slide 1

AtHb1hyp/normox
AtHb1/WThyp
AtHb1/WTnormox
WThyp/normox
-1.5 0.0 1.5
Signal log2 ratio
| zinc finger (C3HC4-type RING finger) family protein |
| --- |
| zinc finger (C3HC4-type RING finger) family protein |
| zinc finger (C3HC4-type RING finger) family protein |
| zinc finger (C3HC4-type RING finger) family protein |
| putative DNA-binding protein |
| U-box domain-containing protein |
| U-box domain-containing protein |
| RING-H2 finger protein RHA3b |
| RING-H2 finger protein RHA2b |
| zinc finger (C3HC4-type RING finger) family protein |
| zinc finger (C3HC4-type RING finger) family protein |
| SKP1/ASK1-related |
| kelch repeat-containing F-box family protein |
| F-box family protein |

# Supplementary material for: Seed-specific elevation of non-symbiotic hemoglobin AtHb1: beneficial effects and underlying molecular networks in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2011 Mar 15;11:48. doi: 10.1186/1471-2229-11-48
**Supplement:** Additional file 7 — Effects of AtHb1 overexpression on transcripts involved in primary metabolism under control and hypoxic conditions displayed by MapMan tool. (A) AtHb1 vs WT under control conditions. (B) AtHb1 vs WT under hypoxia. Log2 ratios of genes are displayed using the colour code indicated. Blue, upregulation in AtHb1; red, upregulation in WT.

## Slide 1

A
T6-P
Cell wall proteins
Cellulose
synthase
Pectine esterase
Pectate lyases / polygalacturonases
Modification
ACP-desaturase
Glyoxylate
Lipase
synthesis
breakdown
B
T6-P
Cell wall proteins
Cellulose
synthase
Pectine esterase
Pectate lyases / polygalacturonases
Modification
ACP-desaturase
Glyoxylate
Lipase
breakdown
synthesis

# Supplementary material for: Seed-specific elevation of non-symbiotic hemoglobin AtHb1: beneficial effects and underlying molecular networks in Arabidopsis thaliana
**Source:** BMC Plant Biol. 2011 Mar 15;11:48. doi: 10.1186/1471-2229-11-48
**Supplement:** Additional file 8 — Reconstructed network of gene-to-gene interactions for WT and transgenic plants. Network analysis is based on the top 20 differentially expressed genes between the genotypes under control conditions. Colours of the nodes indicate upregulated (green) or downregulated (red) genes in AtHb1 versus WT. The colour of the lines indicates the degree of information flow between genes. Red indicates strong relationships between genes (gene information in Additional file 10).

## Slide 1

AtHb1
WT seed
FLA13
S-adenosyl-L-methionine:carboxyl methyltransferase
LEA protein_A
XTR3
LEA group1 protein
unknown
AT2G21140
mid-chain alkane hydroxylase 1
ATPRP2
xyloglucan:xyloglucosyl transferase B / XTR3
GASA2
PAD3
oxidoreductase
LEA protein B
xyloglucan:xyloglucosyl transferase A
acid phosphatase class B
auxin-responsive protein
protease inhibitor/seed storage/lipid transfer protein
AtHb1- overexpressing seed
AtHb1
oxidoreductase
FLA13
xyloglucan:xyloglucosyl transferase B / XTR3
unknown
AT2G21140
ATPRP2
xyloglucan:xyloglucosyl transferase A
LEA protein_A
mid-chain alkane hydroxylase 1
PAD3
GASA2
S-adenosyl-L-methionine:carboxyl methyltransferase
XTR3
protease inhibitor/seed storage/lipid transfer protein
auxin-responsive protein
acid phosphatase class B
LEA group1 protein
LEA protein B

How the deposited data were processed for this re-analysis (not part of the article)

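RNA from pooled siliques of WT plants and of AtHb1 plants was measured on 12 Affymetrix ATH1 arrays, in 4 groups of 3: WT control, WT hypoxia, AtHb1 control and AtHb1 hypoxia. Conditions and replicate numbers were taken from the sample labels. The values are log2 signals per probe set that the authors made with RMA (background correction, quantile normalization and a summary over the probes of each set) from scans processed with MAS5, and they were used as deposited, without further normalization. The labels and methods state no version for RMA or MAS5. The values span the range of log2 signals, the differences between group means equal the log2 ratios of the study's table of called genes, and the *AtHb1* probe set lies highest in the AtHb1 groups, which was checked before any test. Present and absent calls were not used here, so no probe set was left out as absent. The signal over background limits weak genes: a probe set was taken as dim when its mean log2 signal lay below 6 in each group.

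Of 22810 probe sets, the 64 controls (AFFX) were set apart and 22746 were tested. The annotation of the array named 1 gene for 13436 of the tested probe sets (13286 loci), several genes for 503 and a gene that is not in the reference table for 77. A further 493 were named only through the study's own tables, and 8314 carry no name here but stayed in every test and count. Where the annotation and the study's table both named a probe set, the locus was the same for 485 and differed for 7. For a gene with several probe sets, the one with the highest mean signal was used.

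Tests used limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes on a model with 1 mean per group over all 12 arrays), and tables were handled with Python 3.11.15 and pandas 2.3.3. The comparisons were AtHb1 against WT at control and under hypoxia, hypoxia against control in each genotype, and the difference of the hypoxia responses as an interaction. p-values were adjusted by the method of Benjamini and Hochberg over all tested probe sets within each comparison, and a probe set was called at an adjusted p under 0.05 with an absolute log2 fold change above 1. Errors of fold changes are the moderated standard errors of limma. The arrays of a group are the replicates, and the replicate numbers were not used as pairs. The code was tested on simulated data with known changes.

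Gene lists were written from general knowledge, with the study's tables already read, and tested with camera at a preset correlation of 0.01 and at an estimated correlation, with fry beside it, adjusted over lists and comparisons together. Only members named by the annotation entered these tests, and a list needed at least 5 of them. Groups of genes that the paper names were counted but not tested as sets. Overlaps of called genes were set beside 100 simulated data sets (random seed 1) with the same shared control arrays and no true change. Clustering used Euclidean distances with average linkage.

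The genes named are those that the paper names at each statement, the 10 highest and 10 lowest fold changes of each comparison among called probe sets that name 1 gene and whose groups do not overlap, the 10 smallest adjusted p-values of the interaction, and 2 to 4 members with the largest passing change from each list. Other genes, such as list members that did not pass, were chosen after their values were seen.

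The alternatives were an unadjusted p, no fold limit, a 1.5-fold limit, fits of the 2 compared groups alone, eBayes with trend and robust, array weights, dim probe sets left out, probe sets shared by several genes left out, quantile normalization again, centring on the array median, the replicate number as a block, the mean of a gene's probe sets, lists without the genes of the study's table, other distances, linkage and the 1000 most variable probe sets for the clustering, and leaving out each array in turn. A fit with the 3' to 5' signal of the control probe sets as a covariate was added after the data were seen. Metabolite, flux, growth and seed yield measurements and transcripts in the other transgenic lines were not analysed here.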

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

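Of the tests in this part, those of seed stage, of scaling, of a hypoxia response that differs, of the WT control pools, of hypoxia genes at control, of RNA quality and of the residuals of the relabellings were chosen only after the result was seen, and the test of shared WT control arrays was rewritten, with its own value unseen, after a simulation of the same question was known.

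The hypoxia response differed between the genotypes for 456 probe sets in limma, with 113 higher and 343 lower in AtHb1, by a test of the difference itself. Of 100 relabellings of the treatment within each genotype, 2 gave as many calls, the real one included. The other one gave 917 calls, the highest, and it swaps control and hypoxia in AtHb1, so it measures the sum of the 2 responses and points to a structure of the samples. The remaining 98 mix the treatments within groups and gave at most 352, but they hold the treatment effect in their residuals (median residual SD 1.26 times the real one), so whether chance can be excluded stays open. For the 4 comparisons of 2 groups, 10 splits are too few for a share under 0.05: the real split gave 494, 396, 414 and 254 calls in limma (AtHb1 against WT at control and under hypoxia, hypoxia in WT and in AtHb1), 1 of 10 splits was as large in each, and the highest other gave 0 (46, 4, 2 and 44 at an unadjusted p).

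Of the 456 probe sets, 123 lie outside the study's table of called genes, which holds no test of this difference.

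In 5 gene lists the mean response also differed between the genotypes by camera at a preset correlation: core hypoxia genes at -0.19 (adjusted p = 0.0380, 26 genes), late seed maturation at -2.48 (5.76e-10, 11 genes), pollen genes at 0.90 (5.77e-06, 8 genes), calmodulins and calcium signalling at -0.37 (4.66e-04, 15 genes) and the respiratory chain genes of Figure 6D at 0.29 (0.0270, 5 genes). With an estimated correlation none of the 5 passes (adjusted p = 0.136, 0.147, 0.124, 0.124 and 0.318). The call of the core hypoxia genes is lost at -0.18 without WT control replicate 2, -0.18 without WT hypoxia replicate 1, -0.16 without AtHb1 control replicate 2, -0.15 without AtHb1 hypoxia replicate 2 and -0.18 with array weights. The call of the respiratory chain genes is lost at 0.26 without AtHb1 control replicate 1, 0.25 without AtHb1 hypoxia replicate 2, 0.26 after quantile normalization again and 0.29 without dim probe sets.

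Late seed maturation genes were higher in WT after hypoxia, by a mean log2 of 1.23, and lower in AtHb1, at -1.24 (adjusted p = 0.320 and 0.310 from camera with an estimated correlation), and 9 of these 11 genes were picked by the study from the same arrays. A shift of whole arrays in the deposited values is argued against, since the largest gap between the medians of 2 arrays is 0.16 on the log2 scale. RMA already evens out the arrays, so this gap cannot test scaling that varies with the signal. Silique pools that differ in seed stage may contribute: the list mean spans 0.552 of the difference of the responses within 1 group, AtHb1 control, where it is 8.25 in replicate 1 and 9.61 and 9.47 in the others. A hypoxia response of these genes that differs between the genotypes stays open as well, since camera with an estimated correlation gave an adjusted p of 0.147, which does not show that the responses are equal. The paper states that each pool held siliques of 1 stage and that the transgene left the timing of silique development as it was, but no measure of seed stage was used here, so the 2 cannot be told apart.

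Of the genes called higher in AtHb1 at control, 111 were also called higher by hypoxia in WT (28 with the 3' to 5' covariate). A single WT control array is argued against, as the number is 92 or more without any 1 of them. WT control arrays that both comparisons share remain open as a part of it, since 0.790 to 1.06 of the covariance was left with disjoint arrays, below the limit of 0.8 in 1 of 6 ways. WT control pools that differ from the other 9 arrays in stage or handling may add to it: the mean of the pollen genes is 0.50 higher in the lowest WT control array than in the highest other array, but these genes are themselves lower in both comparisons, so the test restates the pattern and leaves this open. The 25S rRNA probe set, outside these genes, also parted the WT control arrays (12.016 to 12.185) from the others (12.482 or more), and the cause was not tested. Hypoxia genes that are higher in AtHb1 at control, by a mean of 0.48, passed camera with an estimated correlation (adjusted p = 0.0094), and a state of hypoxia adaptation in AtHb1 would show the same, so it was not separated from the pools. Of these 26 genes only 4 lie outside the study's table of called genes, and their mean was 0.13. Leaving out called genes lowers the mean by construction, and in WT after hypoxia these 4 had 0.48, against 2.30 for all 26.

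The control probe sets, on which the paper does not report, differ between the genotypes: the mean 3' minus 5' signal is 0.50 higher in AtHb1 and the bioC controls 1.99 higher, with all 6 AtHb1 arrays above all 6 WT arrays in both. The same holds for the bioB, bioD and cre controls, at 0.91, 0.52 and 0.31 higher. These are added controls, not plant RNA. A difference in labelling or hybridization thus goes with genotype as well, cannot be told apart from it and was not tested. No value from these arrays argues against RNA quality as a part of the genotype calls. The paper states that RNA quality was assessed with a Bioanalyzer. It also reports by qRT-PCR that genes selected as raised at control were raised in other AtHb1 lines. Neither was analysed here. With the 3' to 5' signal as a covariate, a median of 0.763 of the fold change was left over the genes called at control (quartiles 0.472 and 1.09), and 0.717 under hypoxia. The covariate varies within groups by only 0.164 of its difference between the genotypes. It is thus confounded with genotype, which keeps the explanation open, and RNA quality and genotype cannot be told apart by this fit.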

How the results depend on the processing

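The fit with the 3' to 5' covariate was chosen only after the data were seen, and the other tests in this part were planned.

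Apart from lists without the genes of the study's table, no call of a named gene and no tested list reversed its direction under any planned setting. In the lists without those genes, late maturation in WT after hypoxia went from 1.23 to -0.0314, with 2 genes left. With the 3' to 5' covariate, direction was checked only for *AtHb1* and the late maturation and pollen lists, and none reversed. The order of the WT and AtHb1 hypoxia call numbers also turned without a fold limit, as given below. An unadjusted p, array weights, dim probe sets left out, shared probe sets left out, quantile normalization again and centring on the array median kept the 40 main results they apply to (call counts within 1.5 times), fits of 2 groups alone kept 22 of 22, and the mean of a gene's probe sets kept 15 of 15. The other distance, linkage and choice of probe sets kept the clusters of the 4 groups, but with the 1000 most variable probe sets the first split parted WT control from the rest. With the replicate block the calls were 273 higher and 221 lower for AtHb1 at control, 180 and 216 under hypoxia, 348 and 66 for hypoxia in WT, 153 and 102 in AtHb1, and 113 and 346 for the difference of the responses. Group medians lie between 7.47 and 7.60, and centring them out moved the calls at control to 225 higher and 268 lower.

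Without a fold limit (higher, lower) the calls were 3986 and 3572 for AtHb1 at control, 5075 and 4159 under hypoxia, 1979 and 1622 for hypoxia in WT, 2863 and 2163 in AtHb1, and 1587 and 1206 for the difference. Shared calls were 1067 (AtHb1 at control and WT hypoxia higher), 871 (both lower), 821 (hypoxia higher in both genotypes), 2491 (AtHb1 higher in both treatments), 1814 (lower in both), 571 (WT hypoxia higher and AtHb1 lower under hypoxia) and 502 (AtHb1 higher at control and lower after hypoxia). The ratio of WT to AtHb1 hypoxia calls was 0.717 in place of 1.63, and 13576 probe sets were called in at least 1 comparison in place of 1051. At 1.5-fold the same calls were 1152 and 858, 1314 and 877, 824 and 327, 597 and 371, and 613 and 797, the shared calls 343, 143, 291, 422, 322, 174 and 158, and the probe sets called anywhere 4045. A lower limit admits more genes by construction, and the cause of the ratio was not tested.

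With trend and robust eBayes, 25 genes were higher in AtHb1 at control and lower after hypoxia in place of 46, and the cause was not tested. With the 3' to 5' covariate the calls were 114 higher and 106 lower at control and 47 and 56 under hypoxia, 3 lists passed camera at control and 3 in AtHb1 after hypoxia in place of 5 each, and late maturation genes passed at -1.46 in AtHb1 against WT under hypoxia (-0.65 without it). In that fit the shared calls were 28 (AtHb1 at control and WT hypoxia higher), 11 (AtHb1 higher in both treatments), 23 (lower in both), 11 (WT hypoxia higher and AtHb1 lower) and 1 (AtHb1 higher at control, lower after hypoxia), and *AtHb1* under hypoxia fell short at 0.92 in place of 1.62; the cause was not tested. In that fit the counts in gene groups moved as well (main, with the covariate and with it at an unadjusted p, in limma). At control these were 4, 1 and 1 WRKY, 4, 1 and 1 ABA, 8, 0 and 3 receptor kinase, 4, 0 and 0 glutathione S-transferase, 3, 0 and 1 dehydrin, 4, 0 and 0 RING and F-box, 3, 1 and 1 cellulose synthase-like, 6, 0 and 1 expansin, 8, 2 and 4 arabinogalactan protein, 3, 1 and 3 polygalacturonase and pectate lyase, 3, 0 and 2 photosystem and photorespiration, 3, 1 and 2 amino acid metabolism, 5, 2 and 3 transporter, 4, 2 and 3 aquaporin, 3, 1 and 1 redoxin and 6, 1 and 3 qRT-PCR genes of the study, and 5, 2 and 5 core hypoxia, 8, 0 and 3 late maturation and 3, 0 and 0 expansin genes of the fixed lists. Under hypoxia they were 3, 0 and 1 AP2/EREBP, 5, 2 and 7 auxin, 3, 0 and 2 major latex protein, 6, 0 and 2 expansin, 4, 2 and 3 xyloglucan endotransglucosylase, 6, 1 and 5 transporter, 7, 2 and 6 aquaporin and 3, 0 and 2 network genes, and 3, 0 and 2 late maturation and 3, 0 and 1 expansin genes of the fixed lists. For hypoxia in WT they were 10, 6 and 6 receptor kinase, 5, 2 and 2 glutathione S-transferase, 3, 0 and 0 phospholipase C and phosphodiesterase genes, and 5, 3 and 3 calcium genes of the fixed list. In WT the 3' to 5' signal also parted the treatments (1.29 in control, 1.41 in hypoxia), so these losses do not show their cause either.

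Lists without the genes of the study's table keep few members (2 late maturation, 2 seed storage and 4 pollen genes) and lose the called ones by construction. Late maturation then had 0.51 at control, -0.0314 in WT after hypoxia and -0.50 for the difference. Seed storage had -0.0164 at control, -0.13 in AtHb1 after hypoxia and -0.33 for the difference, and pollen genes had -0.47 at control and -0.61 in WT after hypoxia.

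Leaving out 1 of the 12 arrays at a time, lower calls in AtHb1 after hypoxia ranged from 66 (without AtHb1 control replicate 2 or AtHb1 hypoxia replicate 2) to 134 (without AtHb1 control replicate 1), from 101 with all arrays. Genes higher in AtHb1 at control and lower after hypoxia ranged from 19 (without AtHb1 control replicate 2) to 81 (without AtHb1 control replicate 1), with 29 without AtHb1 control replicate 3 or AtHb1 hypoxia replicate 2. Lists that pass camera ranged from 3 to 5 in AtHb1 after hypoxia (3 without AtHb1 control replicate 1 or AtHb1 hypoxia replicate 2) and from 3 to 5 for the difference (3 without AtHb1 hypoxia replicate 2). *AtHb1* in AtHb1 after hypoxia ranged from -1.28 (called, without AtHb1 control replicate 1) to -0.49. The ratio of call numbers ranged from 1.36 to 1.82 and the slope of AtHb1 on WT fold changes from 0.436 to 0.548. The causes were not tested.

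Of 541 passing results for named genes, none reversed under the planned settings, and calls were lost for 49 without WT control replicate 3, 48 with trend and robust eBayes, 43 without AtHb1 control replicate 2, 39 without AtHb1 hypoxia replicate 2 and fewer under each other planned setting. Signal over background limits genes near the floor: a probe set below log2 6 in each group was taken as dim, and leaving such sets out lost 3 list results and gained 1.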

Differences from the paper's values

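The paper's numbers of called genes, of core hypoxia genes and of receptor kinases, its *AtHb1* level and its folds of ATP synthesis genes lie within a factor of 1.5 of the values here, its counts of other gene families are given without loci and were only set beside the genes it names, and the tests in this part were planned. For core hypoxia genes the sets differ: the paper counts within a published set, and the list here holds 51 genes written from general knowledge. The annotation names 26 of them, and 42 are named with the study's tables, so that likeness is partly built in.

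The p-values of the study's table equal the unadjusted p of limma (largest gap 0.0305 in log10), and they lie a median of 0.80 to 1.09 in log10 from the adjusted p. Of the study's calls, 471 of 476 were called here for AtHb1 against WT at control, 375 of 375 under hypoxia, 406 of 416 for hypoxia in WT and 249 of 253 in AtHb1. With an unadjusted p, a setting fixed before the data were examined, all 476, 375, 416 and 253 are called. Called here and outside that table were 23, 21, 8 and 5 probe sets. The paper's count of probe sets called in any comparison is lower than the 1051 found here, and its limits also asked for present calls in at least 2 of 3 replicates, which were not used here.

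At control, the paper reports AP2/EREBP factors as higher in AtHb1, and 1 of the 10 measured that it names in any comparison was called (4 without a fold limit, 3 at 1.5-fold). It reports jasmonate genes as higher, and of 3 measured 0 were called by limma (0 also at an unadjusted p, 2 without a fold limit and 1 at 1.5-fold). Major latex proteins are also given as higher, and 0 of the 5 named in any comparison were called by limma, 2 passing at the adjusted p alone and 1, AT1G14930 at 1.77, with an unadjusted p, without dim probe sets or without WT control replicate 1 or 2, AtHb1 control replicate 1 or AtHb1 hypoxia replicate 3; AT1G14940 at 1.56 was called without AtHb1 control replicate 1. Glutathione S-transferases called higher are more here than it counts, with 4 of the 8 named at control (2 without shared probe sets) and 5 in WT after hypoxia (3 without WT control replicate 3). The receptor kinases called higher are fewer here, at 8 of the 16 named, with 13 without a fold limit and 10 at 1.5-fold. *TPS8* had 0.99 and *TPS11* 0.96, and both are called at 1.5-fold, without a fold limit and without AtHb1 control replicate 1 or 3, *TPS8* also with array weights and without WT control replicate 2 or 3. AT3G15450, which the paper gives as higher, had 0.85 and is called at 1.5-fold or without a fold limit. Aquaporins are given as lower without loci in the text, and 4 of the 8 it names in any comparison were called lower, within 1.5 times of its count, while AT2G37180 at -0.95 is called at 1.5-fold, without a fold limit, after centring and without WT control replicate 3 or AtHb1 control replicate 3. *SOT7*, given among lower genes, was at 0.52, above WT, in limma.

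In WT after hypoxia, the paper reports pectinesterases as lower, and 2 of 8 measured were called lower, fewer than it counts, and 2 higher (2 more of its members could not be matched to a probe set), while the 3 polygalacturonase and pectate lyase genes measured were all called lower. AT3G05610 at -0.93 is called at 1.5-fold, without a fold limit and without WT hypoxia replicate 1. Malate synthase is given as higher, and it had 0.97 (adjusted p = 0.0509), which no planned setting calls, while isocitrate lyase (AT3G21720) was called at 1.11 (lost at 0.88 without WT control replicate 3). *TIP1;2* had 0.98 and is called at 1.5-fold, without a fold limit, with array weights and without WT control replicate 3 or WT hypoxia replicate 3.

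In AtHb1 after hypoxia, *GASA3* is given as lower, and it had -1.84 (adjusted p = 0.0558), called with an unadjusted p, without dim probe sets, after centring and without WT control replicate 3, AtHb1 control replicate 1 or AtHb1 hypoxia replicate 3, while *GASA2* was called lower at -2.34 (lost at -1.75 and -1.90 without AtHb1 control replicate 2 or 3, and at -2.07 and -1.83 without AtHb1 hypoxia replicate 1 or 2). *NCED4* had -0.78 and is called at 1.5-fold or without a fold limit. The paper sees no calcium signalling response in AtHb1, and 2 of its 6 calmodulin genes were called higher there and 5 at the adjusted p alone, against 6 in WT; the responses differed past 2-fold for 1 of them, *TCH3* (AT2G41100). The paper reports fewer changed genes after hypoxia in AtHb1 than in WT, as was found here at 2-fold (ratio of WT to AtHb1 1.63), and without a fold limit the order flips (0.717).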

Other observations

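The tests on the 2 added lists of pollen genes and pectinesterases were chosen only after the pollen result was seen, with their limits written before their own values, and the genes below come from the rules for named genes.

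Some single genes fell in AtHb1 after hypoxia with no call in WT. *FACT* (AT5G63560), which encodes a caffeoyl transferase of wax alcohols, had -2.64 (standard error 0.44, adjusted p = 9.61e-04) in AtHb1 and 0.35 in WT, with a difference of the responses of -3.0 (standard error 0.63, adjusted p = 0.0069). *FAR4* (AT3G44540), a fatty alcohol reductase of root and seed coat suberin, had -1.81 (standard error 0.32, adjusted p = 0.0013) in AtHb1 and a difference of -2.40 (standard error 0.45, adjusted p = 0.0036). *GulLO2* (AT2G46750), a gulonolactone oxidase gene, had -1.72 (standard error 0.37, adjusted p = 0.0055), and its difference of -1.98 is lost at -1.71 without WT control replicate 3, -1.96 without WT hypoxia replicate 1, -1.94 without WT hypoxia replicate 2 and -1.55 without AtHb1 control replicate 2.

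*LAC2* (AT2G29130), which encodes a laccase, fell in WT by 1.47 on the log2 scale and lay at -1.27 in AtHb1 at control, with a difference of the responses of 1.78 (standard error 0.14, adjusted p = 1.39e-05). *MYB90* (AT1G66390), an activator of anthocyanin synthesis, fell in WT by 1.80 on the log2 scale, with a difference of 1.38 (standard error 0.21, adjusted p = 8.50e-04). Under hypoxia, the nucleolar gene *EDA25* (AT1G72440) was 2.01 and the zinc transporter gene *ZIP7* (AT2G04032) 1.57 higher in AtHb1 than in WT, and *ECS1* (AT1G31580), a cell wall protein gene of defence, lay at -2.6. *CDF3* (AT3G47500), a DOF factor of the photoperiod pathway, fell alike in both genotypes, by 1.54 on the log2 scale in WT and by 1.43 in AtHb1, with no difference of the responses passed (0.11, adjusted p = 0.621).

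A hypothesis for the pollen genes, which were lower in WT after hypoxia and in AtHb1 at control, is pollen remains in the WT control pools. The median of 13 pollen genes without a cell wall role was -0.16 in WT after hypoxia, above the limit of -0.25 that was to count against it, but 8 of the 13 lie below log2 6 in WT control, near the background, which the limit took no account of. Of the other 5 the median was -0.16 as well, with AT3G28830 at -1.2 and AT3G28790 at -0.71 and the remaining 3 from -0.16 to -0.11, a spread that reaches past the limit, so the hypothesis may still hold. One of the 13 genes also belongs to the first pollen list.

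A fall of pectinesterases and polygalacturonases at large was the other hypothesis, and the median over the 35 members outside the pollen list was -0.0466 in WT after hypoxia, which argues against it.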
